# Insights into Barley Root Transcriptome under Mild Drought Stress with an Emphasis on Gene Expression Regulatory Mechanisms

**DOI:** 10.3390/ijms20246139

**Published:** 2019-12-05

**Authors:** Agnieszka Janiak, Miroslaw Kwasniewski, Marta Sowa, Anetta Kuczyńska, Krzysztof Mikołajczak, Piotr Ogrodowicz, Iwona Szarejko

**Keywords:** barley, drought, roots, stress, transcription factors

## Abstract

Root systems play a pivotal role in coupling with drought stress, which is accompanied with a substantial transcriptome rebuilding in the root tissues. Here, we present the results of global gene expression profiling of roots of two barley genotypes with contrasting abilities to cope with drought that were subjected to a mild level of the stress. We concentrate our analysis on gene expression regulation processes, which allowed the identification of 88 genes from 39 families involved in transcriptional regulation in roots upon mild drought. They include 13 genes encoding transcription factors (TFs) from AP2 family represented by ERFs, DREB, or B3 domain-containing TFs, eight WRKYs, six NACs, five of the HD-domain, MYB or MYB-related, bHLH and bZIP TFs. Also, the representatives of C3H, CPP, GRAS, LOB-domain, TCP, Tiffy, Tubby, and NF-Ys TFs, among others were found to be regulated by the mild drought in barley roots. We found that drought tolerance is accompanied with a lower number of gene expression changes than the amount observed in a susceptible genotype. The better drought acclimation may be related to the activation of transcription factors involved in the maintenance of primary root growth and in the epigenetic control of chromatin and DNA methylation. In addition, our analysis pointed to fives TFs from ERF, LOB, NAC, WRKY and bHLH families that may be important in the mild but not the severe drought response of barley roots.

## 1. Introduction

Roots are the first organs that perceive the signal of drought stress. Limited water availability has to be sensed by roots, and then the signal is transmitted to the above-ground parts of the plant [1]. At the same time, the root system exhibits large developmental plasticity under abiotic stresses, and understanding the mechanisms that trigger these changes is important to select key factors that are responsible for better plant adaptation to the adverse environmental conditions [2]. The essential role of roots under the abiotic stresses is accompanied by the activation of transcriptome changes, which create a molecular network of responses, and some of its elements may improve plant tolerance to the stress. The spectrum of changes at the molecular level is very broad and includes the alteration of many metabolic pathways, the synthesis of osmoprotectants and antioxidants, or proteins involved in hormone signaling [3,4]. Any transcriptional change relies on the action of transcription factors (TFs) and other proteins that are responsible for gene expression regulation. Factors that are differentially expressed under drought stress belong to various TF families, including AP2/ERF, NAC, bZIP, MYB/MYC, bHLH, WRKY, CAMTA, Alfin-like, or homeodomain TFs [5,6] and represent both positive and negative regulators of drought response [7,8,9]. Specific members of these families have been used to construct overexpression lines that have proven their role in the increase of drought tolerance, either by changes in root growth and architecture [10,11], root anatomy [12], or biochemical composition of root cell walls [13]. The importance of gene expression regulatory mechanisms makes TF encoding genes one of the main targets in the efforts aimed at the development of new varieties better adapted to water scarcity conditions. For this reason, we perform a study of root transcriptomes under water deficit, which we focused mainly on the discovery of gene expression regulatory factors that are involved in the regulation of drought response in this organ. We used barley for this analysis, as it is one of the important cereal species encompassing around 20% of cereal production in Europe [14]. Also, the availability of the barley genome sequence and its annotation [15] makes it a good model to study gene regulatory network activated in response to drought.

Here, we analyzed two barley genotypes: a European cultivar “Maresi” (Mar) and a Syrian breeding line “Cam/B1/CI08887//CI05761” (CamB). Our previous studies have shown that CamB is more drought tolerant than the European cultivar. Its higher drought tolerance was noticed under severe stress conditions, when plants were subjected to 10 days of stress with the soil water content kept near the permanent wilting point [16,17], and also under mild stress of the same duration, which resembled more natural water shortage conditions [18,19]. Leaf and roots transcritome profiling of these genotypes under severe drought stress found genes that predispose the plant to better stress survival. They represent factors involved in the regulatory network of gene expression, signaling mechanisms, with significant contribution of hormone signaling pathways and an interplay between ABA, auxin, ethylene, and brassinosteroid homeostasis or genes encoding LIM domain proteins, which may function as osmotic biosensors. In the presented study, we performed a transcriptome analysis of the whole root system and the second leaf of CamB and Maresi genotypes subjected to 10 days of mild drought at the seedling stage. The transcriptomes of leaves served in the presented study as a background to depict which genes show expression changes in an organ-specific manner. Our data indicate that the mild drought results in more changes in the transcriptomes of roots than in the leaves, and more differentially expressed genes (DEGs) are root-specific. In roots of the CamB genotype, a similar number of DEGs were induced or repressed by the stress, whereas a down-regulation of gene expression prevailed in the roots of more drought susceptible Maresi. We identified 88 DEGs that encode transcription factors or gene expression regulators and the majority of them are root-specific. Their probable function in drought response and tolerance is further discussed, pointing to a possible regulatory network downstream of the selected transcription factors. 

## 2. Results

### 2.1. An Overview of Root and Leaf Transcriptome Changes in Response to Mild Drought Stress

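RNA from roots and leaves of 2 barley genotypes was hybridised to one-colour Agilent barley gene expression arrays. CamB is a Syrian breeding line adapted to dry environments and Maresi is a European semidwarf cultivar. Seedlings had either been watered optimally or kept under mild drought for 10 days. Each of the 8 combinations of genotype, organ and treatment was represented by 3 arrays with 3 biological replicates, which gave 24 arrays in all. The scanner output of each array held a background-corrected intensity for 43803 spots other than controls, which represented 43603 different probes, together with a mark showing whether the spot lay well above background. The 75th percentile of the intensities on an array ranged from 356 to 2495, with group medians between 408 in CamB leaf controls and 1925 in Maresi roots under drought. The share of spots well above background was between 51.7% and 68.6% per array, with group medians between 52.3% in CamB leaf controls and 67.3% in Maresi root controls. The number of arrays limits the precision of every value below. No spot was saturated, and 263 spots marked as outliers were left out, between 3 and 48 on an array. The log2 intensities of each array were shifted by their 75th percentile, the shift named in the methods of the paper, and spots of the same probe were averaged. A probe was tested in an organ when it lay well above background on all 3 arrays of at least 1 of the 4 groups of that organ, which left 28148 probes in roots and 25764 in leaves. Drought and control arrays of each genotype were compared with limma in 1 model per organ over 12 arrays, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. A probe was called differentially expressed (DE) at an adjusted p of at most 0.05 and a fold change of at least 3. The counts are of probes, since the array files do not pair probes with the gene models that define the DEGs of the paper. Where a probe was not well above background on any array of a group, its change is given as a bound (at least N-fold), computed from the brighter group's mean against the higher of the dimmer group's own signal and the lowest signal well above background on each of its arrays. The arrays lay on 7 slides, and no slide held both genotypes, so that a difference between slides also enters a comparison of genotypes. In roots treatment followed the slide in part. Control replicates 1 and 2 of each genotype lay on a slide without root drought arrays, so that slides also enter the comparison of drought with control, and with the slide as a block this comparison rested on control replicate 3 alone. In leaves it then rested on drought replicate 1.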

Treatment of barley seedlings with a mild drought stress allowed the identification of 2087 differentially expressed genes. 

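In roots 2325 probes were DE in CamB and 1964 in Maresi, and in leaves 1224 probes were DE in CamB and 1364 in Maresi. The totals moved most with a fold change threshold of 2, which gave 4978 and 3675 DE probes in roots, and with the background correction normexp, which gave 403 and 598 in leaves.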

We observed a comparable number of DEGs in both genotypes. 

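Without a fold change threshold, the adjusted p from limma was at most 0.05 for 13907 probes in CamB roots, 9918 in Maresi roots, 7235 in CamB leaves and 6840 in Maresi leaves. Part of the up-regulated probes were well above background on drought arrays but on no control array, namely 240 in CamB roots, 146 in Maresi roots, 236 in CamB leaves and 121 in Maresi leaves. Likewise, 54 down-regulated probes in CamB roots, 109 in Maresi roots, 77 in CamB leaves and 179 in Maresi leaves were well above background on control arrays but on no drought array. A further 1, 6, 25 and 5 DE probes, in this order of groups, were not well above background on any array of the 2 groups compared.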

About 1000 DEGs were found in roots, and nearly 800 were observed in leaves of each genotype (Table 1 and Table S1). A similar number of DEGs were up- or down-regulated in roots of the drought-treated CamB genotype, whereas in the roots of Maresi, the number of down-regulated genes prevailed over the up-regulated ones. 

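Of the DE probes in CamB roots, 1490 were up-regulated and 835 were down-regulated, so that 64.1% were up-regulated. In Maresi roots 952 were up-regulated and 1012 down-regulated (48.5% up-regulated). Both splits moved with the scaling of the arrays. With each array shifted by its median, the counts were 1137 up-regulated and 1132 down-regulated in CamB roots (50.1% up-regulated) and 1064 and 874 in Maresi roots (54.9%). With quantile normalization they were 1188 and 950 in CamB roots and 1059 and 925 in Maresi roots. The median log2 fold change over all tested probes was 0.10 in CamB roots and 0.0064 in Maresi roots with the 75th percentile shift, against −0.10 and 0.14 with the median shift. In Maresi roots up-regulated probes also prevailed with normexp, with the slide or the scan date as a block, and without control replicate 2, which gave 988 up-regulated and 923 down-regulated probes. In CamB roots the number of up-regulated probes was 2196 without control replicate 3 and 1023 without control replicate 2.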

In leaves, more genes were up-regulated than down-regulated by the stress in both genotypes.

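In CamB leaves 756 DE probes were up-regulated and 468 down-regulated (61.8% up-regulated), and in Maresi leaves 752 and 612 (55.1%). With the median shift the counts in CamB leaves were 965 and 372 (72.2% up-regulated), and with quantile normalization 1009 and 387 (72.3%). Up-regulated probes prevailed in both genotypes under 18 of the 19 other processing settings. The exception was the model with the slide as a block, under which 622 probes were up-regulated and 633 down-regulated in Maresi leaves.

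**Figure D1:**
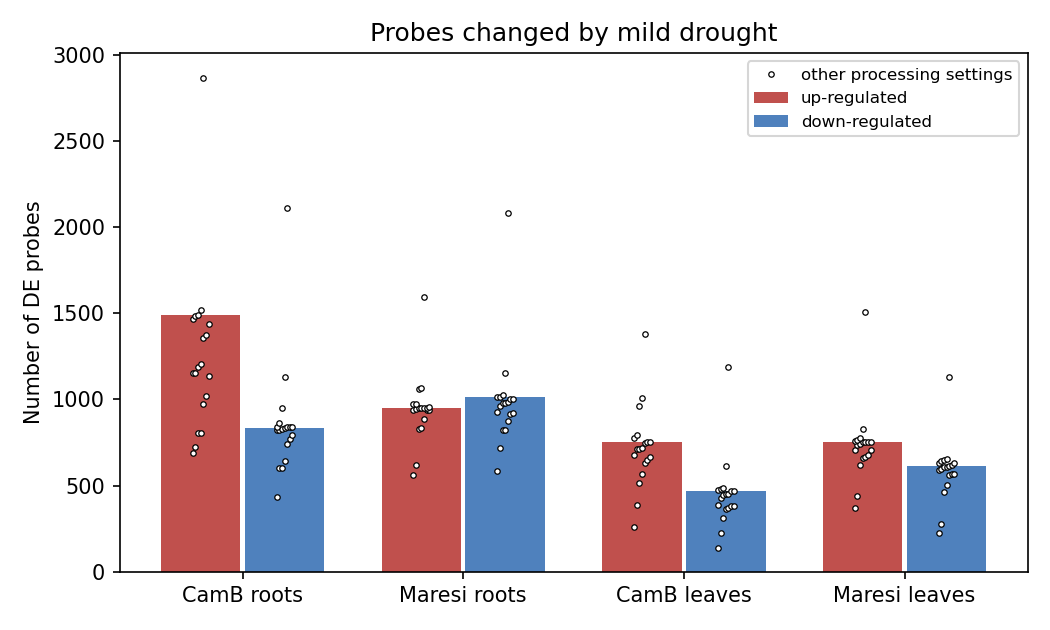
Numbers of DE probes up- and down-regulated by drought (vertical axis, probes) in the roots and leaves of CamB and Maresi. Bars give the counts with the 75th percentile shift and points the counts under the other processing settings, which in CamB leaves reach from 263 (normexp) to 1377 up-regulated probes (fold change threshold of 2).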

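The log2 values of every probe were centred on the median of the 24 arrays, as described in the methods of the paper, and the arrays were clustered by average linkage on 1 minus Pearson's r. With 2 clusters, 1 held all 12 root arrays and the other all 12 leaf arrays, so that 24 of 24 arrays were placed by organ. The same division was obtained with probes well above background only, the authors' processed values, quantile normalization, Spearman's rho, and Euclidean distance with Ward linkage. The mean r of the 144 pairs of a root and a leaf array was −0.647, with a range from −0.802 to −0.215, whereas the lowest r of a pair within an organ was 0.423 in roots and 0.481 in leaves.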

Hierarchical clustering of all samples showed that the organ (roots or leaves) was the most discriminative factor dividing the samples into two major transcription profile groups. Smaller differences in transcriptomes were related to the growth conditions (control vs. stress), and the genotype was the least discriminative (Figure S1). 

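The 12 arrays of each organ were divided into 2 clusters in the same way, and the arrays lying in the cluster of their own treatment, or of their own genotype, were counted. A count of 6 is the lowest possible. In leaves 12 arrays were placed by genotype and 6 by treatment. In roots 7 arrays were placed by treatment and 7 by genotype, because control replicate 2 of Maresi formed a cluster of its own. The division of the roots depended on the settings. With probes well above background only, with quantile normalization and with centring within the organ, 12 root arrays were placed by treatment and 6 by genotype. With Spearman's rho, 10 root arrays were placed by treatment and 6 by genotype, and 9 leaf arrays by each factor. With Euclidean distance and Ward linkage, 6 root arrays were placed by treatment and 12 by genotype.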

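Within roots, the mean r of the centred values was 0.846 for the 12 pairs of replicates, 0.685 for the 18 pairs that differed in treatment alone, 0.695 for the 18 pairs that differed in genotype alone and 0.546 for the 18 pairs that differed in both. In leaves the corresponding means were 0.872, 0.763, 0.656 and 0.608. The mean of the pairs that differed in treatment minus that of the pairs that differed in genotype was −0.0097 in roots and 0.108 in leaves. The difference in roots was smaller than the range among replicate pairs (0.613 to 0.923), and it was 8.0e-05 with centring within the organ and 0.011 with probes well above background only, that is, of the opposite sign. It also changed sign without any 1 of the 3 drought arrays of Maresi roots, with values between 0.00031 and 0.0022. The difference in leaves was 0.40 with centring within the organ and between 0.043 and 0.074 without any 1 of the 12 leaf arrays. Pairs of arrays share arrays, so no p-value is given. No slide held both genotypes, whereas some pairs that differed in treatment shared a slide. Differences between slides may therefore add to the placement by genotype and lower the correlation of pairs that differed in genotype.

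**Figure D2:**
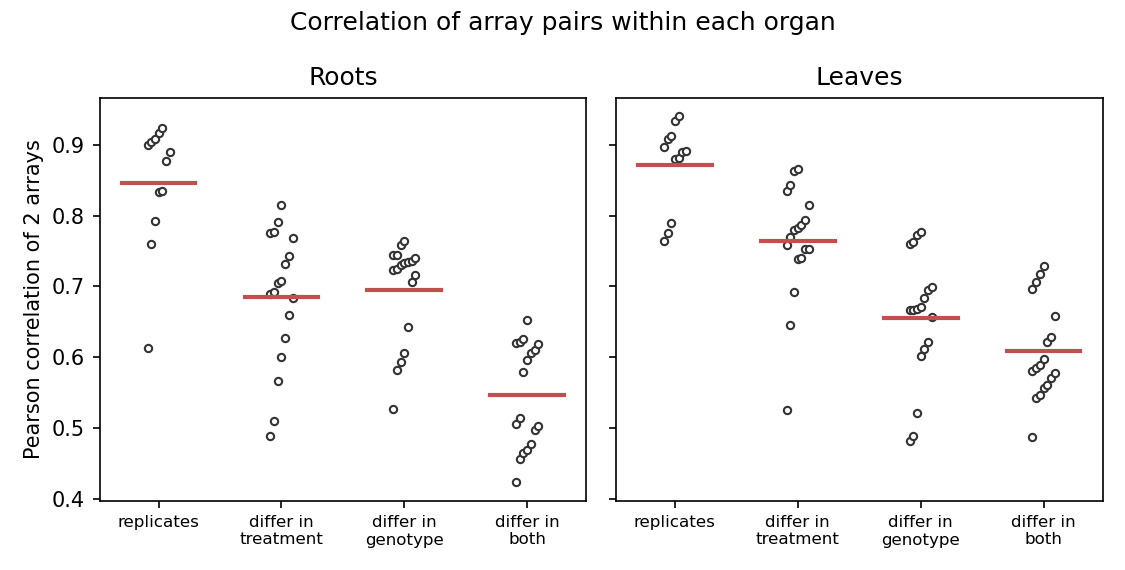
Pearson's r of centred log2 values (vertical axis) for pairs of arrays within roots and within leaves, grouped by whether the arrays of a pair were replicates or differed in treatment, genotype or both. Each point is a pair of arrays and each line the mean of its group, from 0.846 for root replicates to 0.546 for root pairs that differed in both factors.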

The results of hierarchical clustering was supplemented with the values of correlation coefficients between microarray data from each combination of genotype, organ and the type of treatment, calculated for all biological replicates (Table S2). 

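In all, 4335 probes were DE in at least 1 organ. Of these, 2431 were DE in roots of at least 1 genotype and in leaves of neither, 1242 in leaves only and 662 in both organs. Detection accounted for part of the organ-specific calls, since 880 of the probes DE in roots only were not tested in leaves and 249 of the probes DE in leaves only were not tested in roots. The difference between the drought effects in the 2 organs was also tested itself, in 1 limma model over all 24 arrays. Of 24344 probes tested in both organs, 1619 had an organ by drought interaction at an adjusted p of at most 0.05 and a difference of at least 3-fold, with the higher log2 fold change in roots for 771 and in leaves for 848. The interaction passed for 631 (40.7%) of the 1551 probes DE in roots only and tested in leaves, and for 449 (45.2%) of the 993 probes DE in leaves only and tested in roots. The counts rose most with the fold change threshold of 2, to 4624 probes in roots only, 2243 in leaves only and 3537 with the interaction. They fell to 1355, 463 and 948 with normexp. Among probes well above background on every array they fell to 1567, 689 and 813.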

When root and leaf transcriptomes were compared, we found that 947 DEGs were root-specific and much less, 653 DEGs, were expressed specifically in leaves. 

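Altogether 227 probes were DE in both organs of both genotypes. Of these, 144 were up-regulated and 69 down-regulated in all 4 combinations of organ and genotype.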

A group of 144 genes were differentially expressed in an organ- and genotype-independent manner and a set of 343 genes formed different combinations of organ-genotype specific expression patterns (Figure 1A). The whole set of identified DEGs was then functionally analyzed using the KEGG orthology assignment and BRITE functional hierarchies. Importantly, only 25% of barley DEGs were successfully assigned to KEGG orthology groups and were possible to be mapped into KEGG pathways (Table S3). The BRITE functional hierarchies of identified orthologous groups showed that the majority of DEGs encode enzymes of various metabolic pathways. The remaining genes encode proteins involved in cellular transport, signaling, photosynthesis, DNA repair, or macromolecules protection. We also found a subset of genes involved in gene expression regulation, including transcription factors, or mRNA, tRNA, and ribosome biogenesis (Figure S2). Then, we analyzed root and leaf transcriptomes separately, taking into account the direction of gene expression changes. 

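Of the 3093 probes DE in roots of at least 1 genotype, 1196 were DE in both genotypes in the same direction, 689 of them up-regulated and 507 down-regulated. Across the tested probes, which are not independent replicates, the log2 fold changes of the 2 genotypes had a Pearson's r of 0.774. By fitted values, which for signals below background give no order, the 3 probes with the largest mean increase were A_13_P576999, A_13_P148730 and A_13_P173215. A_13_P576999 (Os04g0434400 protein) was at least 319-fold higher under drought in CamB, where no control array was well above background, and had a log2 fold change of 11.13 (SE 0.47, adjusted p = 1.56e-07) in Maresi, with 1 of 3 control arrays well above background. A_13_P148730 (Os02g0140800 protein) was at least 1184-fold higher in CamB and had a log2 fold change of 9.54 (SE 0.41, adjusted p = 1.62e-07) in Maresi. A_13_P173215 (group 3 late embryogenesis abundant protein) had a log2 fold change of 10.47 (SE 0.46, adjusted p = 2.18e-07) in CamB and 9.84 (SE 0.46, adjusted p = 2.99e-07) in Maresi, with 1 and 2 of 3 control arrays well above background. The 3 probes with the largest fitted mean decrease were A_13_P317167 and A_13_P025311, both of a cDNA clone with no named protein, and the peroxidase probe A_13_P084651. Their log2 fold changes were −7.02, −6.28 and −7.07 in CamB and −6.49, −7.03 and −5.37 in Maresi (SE 0.74, 0.83 and 0.74), with the first 2 well above background on 1 of 3 drought arrays in each genotype and the peroxidase probe on 2 in CamB.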

In roots, the highest number of DEGs, altogether 702 genes, were either up- or down-regulated, commonly in both genotypes. 

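In roots 1129 probes were DE in CamB alone (801 up-regulated and 328 down-regulated) and 768 in Maresi alone (263 and 505). A call in a single genotype does not show that the genotypes differ, and 83.2% of the probes DE in CamB alone and 89.8% of those DE in Maresi alone changed in the same direction in the other genotype. The difference between genotypes was tested itself in limma. A genotype by drought interaction at an adjusted p of at most 0.05 and a difference of at least 3-fold was found for 205 probes, 98 of them with the higher log2 fold change in Maresi and the others in CamB. It was found for 38 (3.4%) of the probes DE in CamB alone and 92 (12.0%) of those DE in Maresi alone. The count of 205 was 45 with the slide as a block, and it ranged from 87 without drought replicate 1 of Maresi to 1245 without control replicate 3 of CamB. The largest interactions in favour of CamB were those of the dehydrin probes A_13_P001906 (6.27 on the log2 scale, adjusted p = 0.000516) and A_13_P132520 (6.19, adjusted p = 0.000214). Under drought, A_13_P001906 reached 4.93 ± 0.36 in CamB and 6.79 ± 0.26 in Maresi (log2 relative to the 75th percentile, SD, n = 3), whereas in controls it was −5.04 ± 0.83 in CamB, with 2 of 3 arrays well above background, and 3.09 ± 0.20 in Maresi. By fitted values, the largest in favour of Maresi were those of A_13_P104345 (a cDNA clone with no named protein) and A_13_P466188 (description unknown), which were not well above background on any CamB root array. In Maresi their log2 fold changes were 6.09 (SE 0.56, adjusted p = 2.03e-05), with 2 of 3 control arrays well above background, and 4.77 (SE 0.33, adjusted p = 3.46e-06).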

Almost 350 DEGs were up- (178 DEGs) or down-regulated (171 DEGs) exclusively in roots of the CamB genotype, and 378 genes were differentially expressed exclusively in Maresi (97 up-regulated and 281 down-regulated DEGs; Figure 1B). Additionally, five genes showed opposite expression changes in both genotypes—down-regulation in Maresi and up-regulation in the CamB genotype. 

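In the roots limma called 0 probes in opposite directions in the 2 genotypes, and 0 likewise with the unadjusted p at the same fold change. With the adjusted p alone and no fold change threshold, 53 probes were up-regulated in CamB and down-regulated in Maresi and 46 the other way round. A fold change threshold of 2 gave 6 probes up-regulated in CamB and down-regulated in Maresi and 8 the other way round. Quantile normalization and the median shift gave 2 probes each, and the slide or the scan date as a block 1 each, all down-regulated in CamB and up-regulated in Maresi. The two-way models of genotype and treatment gave 0.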

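In leaves 540 probes were DE in CamB alone (314 up-regulated and 226 down-regulated) and 680 in Maresi alone (309 and 371). Of these, 86.3% and 88.4% changed in the same direction in the other genotype. The genotype by drought interaction passed for 248 probes, with the higher log2 fold change in CamB for 133 and in Maresi for 115, and for 60 (11.1%) of the probes DE in CamB alone and 111 (16.3%) of those DE in Maresi alone. With the slide as a block 10 probes passed, with normexp 2, and without drought replicate 3 of Maresi 123. The probes with the largest fitted interactions were changed in Maresi, while in CamB no control array was well above background, so that the size of these interactions is not given. In Maresi leaves the beta-1,3-glucanase probe A_13_P099510 was at least 84.3-fold lower under drought. The log2 fold change of A_13_P128110 (description unknown) was −6.27 (SE 0.53, adjusted p = 2.44e-05), with 1 of 3 drought arrays well above background. A_13_P466188 was at least 221-fold higher. A_13_P083366, of a cDNA clone with no named protein, had a log2 fold change of 8.45 (SE 0.89, adjusted p = 0.000102).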

In leaves, we found a similar number of DEGs, around 350, that were present exclusively either in the CamB or Maresi genotypes. 

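In leaves 683 probes were DE in both genotypes in the same direction, 442 up-regulated and 241 down-regulated. By fitted values the 3 with the largest mean increase, given here without an order, were A_13_P035846 (a cDNA clone), at least 78.5-fold higher in CamB and 126-fold in Maresi, A_13_P064931 (soluble acid invertase), at least 46.8-fold and 174-fold higher, and A_13_P212059 (heat shock protein 80). The last was at least 58.0-fold higher in CamB and had a log2 fold change of 8.46 (SE 0.51, adjusted p = 3.58e-06) in Maresi, with 2 of 3 control arrays well above background. The 3 with the largest fitted mean decrease were A_13_P040786, A_13_P015286 and A_13_P145705 (cyclase/dehydrase), with log2 fold changes of −5.54, −4.50 and −4.54 in CamB (SE 0.51, 0.85 and 0.59) and −7.08, −6.27 and −5.88 in Maresi. In CamB the first and the last were well above background on 1 of 3 drought arrays. In limma 1 probe was called in opposite directions, A_13_P267047 (description unknown), which is named because it was the one found. Its log2 fold change was −1.98 (SE 0.47, adjusted p = 0.0107) in CamB, with 1 of 3 drought arrays well above background, and 1.90 (SE 0.47, adjusted p = 0.0131) in Maresi. With the unadjusted p at the same fold change the count was 1 as well. It was 0 with normexp, with the floor, with probes detected on every array, with an adjusted p of 0.01 and with the two-way model of treatment, and 8 with a fold change threshold of 2. It was 4 with the slide as a block, 2 of them up-regulated in CamB and down-regulated in Maresi, 3 without a filter, 2 with the scan date as a block, and 2 with quantile normalization, of which 1 was up-regulated in CamB and down-regulated in Maresi.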

More DEGs were commonly up-regulated than down-regulated in both genotypes (Figure 1C), and one gene had the opposite expression pattern—it was down-regulated in CamB and up-regulated in leaves of the Maresi cultivar. 

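For the comparison with qPCR, the 10 root genes of Table S4 had to be paired with probes, because the array files do not name the gene models. A probe, or the mean of 2 probes, was paired with a gene when its fold changes in both genotypes, taken from the authors' processed values, equalled the array fold changes listed in Table S4 to within 0.01%. This paired 6 genes with 1 probe and 4 genes with the mean of 2 probes, 14 probes in all. Of 90 false combinations, in which the CamB value of a gene was joined with the Maresi value of another, 0 were paired with a probe. A primer listed in the table lay within a probe for 4 of the genes, and for 3 of these it was a paired probe. For HORVU4Hr1G072830 the primer lay within another probe, A_13_P075836, which had no control array well above background and was at least 1.31-fold higher in CamB and 1.87-fold in Maresi. Since the pairing used the fold changes themselves, the closeness of the array values to those of the table is not independent evidence.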

In order to check the reliability of microarray data, ten randomly selected root DEGs were analyzed using the qPCR method (Table S4). In all cases, significant differences in the fold change of gene expression between control and drought treated samples were obtained. 

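Each of the 14 paired probes was DE and up-regulated in both genotypes, and the largest adjusted p from limma was 4.13e-05. For 10 of the 20 combinations of gene and genotype every paired probe was well above background on all 3 control arrays, and the fold change lay between 5.13 (HORVU5Hr1G092120 in CamB, a dehydrin) and 745 (HORVU6Hr1G020080 in Maresi). For 3 in Maresi, a paired probe was well above background on 1 of 3 control arrays, so that the fitted fold changes of 196 for HORVU1Hr1G082820, 1499 for HORVU2Hr1G075930 and 169 for HORVU7Hr1G042790 rest in part on control signals near background. For the other 7, a paired probe had no control array well above background. With such probes at their bound, the array values were at least 17.2-fold for HORVU1Hr1G082820, 63.9-fold for HORVU4Hr1G072830 and 1184-fold for HORVU6Hr1G020080 in CamB, and at least 64.5-fold for HORVU4Hr1G072830 in Maresi. For HORVU2Hr1G075930, HORVU2Hr1G105740 and HORVU7Hr1G042790 in CamB the mean of the bound and of the fitted value of a second probe, well above background on 1, 1 and 2 of 3 control arrays, was 447, 901 and 227. With the bounds in place of the fitted values, the array fold change exceeded the qPCR fold change of the paper in 12 of 20 combinations, with a median ratio of 1.19. Both are lower limits with regard to the bounds. With fitted values throughout, it exceeded the qPCR fold change in 16 of 20, with a median ratio of 1.55.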

Spearman’s rank correlation coefficient (Rs) analysis showed a high correlation in a fold change of expression in both types of data (Rs = 0.856; *p* < 0.001; Figure S3), which indicates good quality of microarray analysis.

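Over the 20 combinations of gene and genotype, Spearman's rho between the array fold changes computed here and the qPCR fold changes of Table S4 was 0.844 (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 3e-05 over 3 correlations). Pearson's r of the log2 fold changes was 0.887 (permutation p = 1e-05, adjusted p = 3e-05). The correlation is across genes, which are not independent replicates, and each gene enters with both genotypes. Within CamB (n = 10 genes) rho was 0.891 (permutation p = 0.00118, adjusted p = 0.00177) and r was 0.899 (permutation p = 0.00019, adjusted p = 0.000285). Within Maresi (n = 10) rho was 0.673 (permutation p = 0.039, adjusted p = 0.039) and r was 0.888 (permutation p = 0.0014, adjusted p = 0.0014). Without the 2 combinations farthest from the median, rho was 0.785 and r was 0.781. With the 7 bounds in place of fitted values, rho over all combinations was 0.907. Over 31 processing settings rho ranged from 0.776 to 0.902. From the correlation of the 2 types of data, the paper concludes that the microarray analysis was of good quality.

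**Figure D3:**
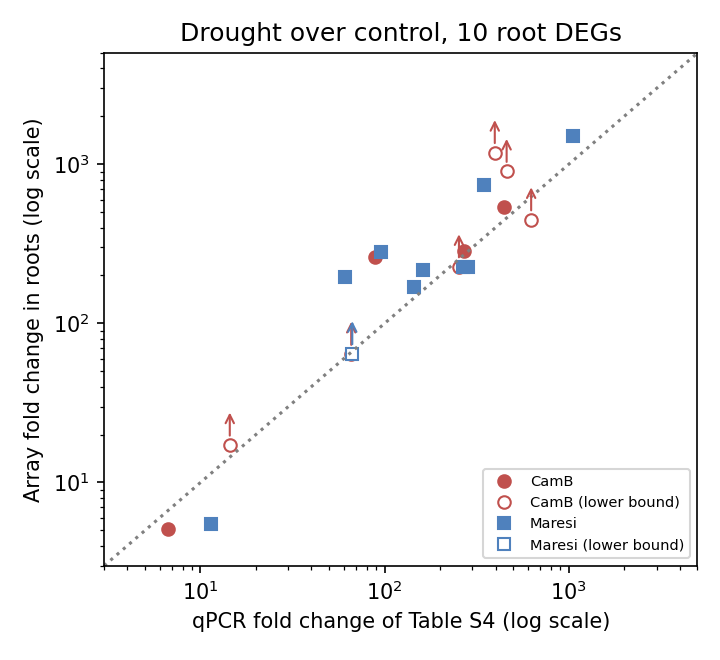
Fold change on the arrays (vertical axis, log scale) against the qPCR fold change of Table S4 (horizontal axis, log scale) for 10 genes in the roots of CamB and Maresi. Open symbols with arrows are the 7 combinations with a probe at its lower bound, the dotted line marks equal fold changes, and the other array values lie between 5.13 and 1499, 3 of them with a paired probe well above background on 1 of 3 control arrays.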

### 2.2. The Characteristics of Root Transcriptomes of Barley Genotypes Exposed to Mild Drought Stress

Due to a relatively small fraction of genes successfully assigned to KEGG orthology groups, we extended the functional analysis of DEGs detected in roots by gene ontology (GO) enrichment analysis (Table S5), which was later generalized using the GO slim approach. It showed that 10 days of mild drought stress resulted in a significant change of many processes important for root function. The highest number of DEGs belongs to various aspects of biosynthesis processes and the nucleobase-containing compound metabolism, including mostly the regulation of gene expression. Many genes take part in redox processes, cellular transport, protein modification, response to stress and the metabolism of various macromolecules (Figure S4A). Within the majority of these processes, a similar number of genes was either up- or down-regulated, with the exception of protein modifications and carbohydrate metabolism, where more genes were found to be down-regulated. Interestingly, several genes related to photosynthesis process were differentially expressed in roots of both genotypes subjected to drought stress. They represent five genes encoding subunits of photosystem I reaction center, two proteins from photosystem II, plastocyanin, two oxygen-evolving enhancer proteins, and the chlorophyll a-b binding protein. 

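Photosynthesis transcripts were taken as a fixed list of probes with a photosynthesis term in their description, of which 26 were tested in roots. Of these, 10 were DE and up-regulated in CamB and 11 in Maresi, with 9 in common. The counts adjusted over the list alone were 10 and 11 as well. In limma 0 were down-regulated in either genotype, and 0 at the unadjusted p. The median log2 fold change of the 26 probes was 1.14 in CamB and 0.53 in Maresi, or 0.79 and 0.48 with the 8 and 9 probes that had a group below background at their bound. Without a filter, which adds dimmer probes of the list, the medians were 0.42 in CamB and 0.043 in Maresi. Tested as a set, the 26 probes had higher fold changes than the other probes with camera (adjusted p = 7.9e-04 in CamB and adjusted p = 3.6e-04 in Maresi, over 36 set tests), and both calls held under fry (adjusted p = 2.8e-08 in each). The signal of these transcripts in roots was low. The 10 probes that lay well above background on all 6 control arrays were not DE in either genotype, and with the test restricted to probes detected on every root array 0 were DE and the medians were 0.05 and 0.02. The list also holds A_13_P144930, A_13_P161675, A_13_P175395, A_13_P235144, A_13_P426756 and A_13_P441809. They are described as partial matches (5% to 13%) to Micromonas or Prochlorococcus proteins. Their control signal in leaves minus that in roots was between −0.62 and −0.25 (log2). They may not be barley photosynthesis transcripts, so the values of bright probes may rest in part on them.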

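The array files name proteins but not the gene models of the paper, so the probes below were paired by protein name. Among probes of photosystem I subunit VI, A_13_P117725 was at least 7.16-fold higher under drought in CamB roots and had a log2 fold change of 4.92 (SE 0.31, adjusted p = 1.93e-06) in Maresi, with 1 of 3 control arrays well above background. A_13_P398686 was at least 4.59-fold and 16.9-fold higher, and A_13_P117660 at least 2.69-fold and 9.12-fold. A_13_P365962 was at least 1.62-fold higher in CamB and had a log2 fold change of 3.33 (SE 1.02, adjusted p = 0.0289) in Maresi, with 1 of 3 control arrays well above background, and both calls were lost with normexp and without a filter. Its call in CamB was also lost with a floor, with the slide as a block and without any 1 of the 6 CamB root arrays, and that in Maresi without any 1 of the Maresi root arrays except control replicate 2. A_13_P117730 was at least 4.91-fold higher in Maresi and not DE in CamB, with a log2 fold change of 1.86 (SE 0.78, adjusted p = 0.0712) and 1 of 3 control arrays well above background, but it was called in CamB with the slide as a block and without control replicate 2. A_13_P453108, which was bright on every root array, was not DE and went the other way, with log2 fold changes of −0.57 (SE 0.14, adjusted p = 0.00738) in CamB and −0.34 (SE 0.14, adjusted p = 0.0824) in Maresi. Of the remaining subunit VI probes that were tested, A_13_P012851, A_13_P477828 and A_13_P485805, none was DE. Of subunit V, A_13_P277519 had a log2 fold change of 3.47 (SE 0.25, adjusted p = 5.02e-06) in CamB, with 2 of 3 control arrays well above background, and was at least 25.3-fold higher in Maresi. The subunit N probe A_13_P117460 was at least 1.39-fold higher in CamB and had a log2 fold change of 1.68 (SE 0.33, adjusted p = 0.00305) in Maresi, with 1 of 3 control arrays well above background. Neither subunit N call held with normexp or with a floor on the intensities, and the one in Maresi was also lost with the slide as a block and without control replicate 1 or drought replicate 2 of Maresi. The photosystem II 10 kDa polypeptide probe A_13_P525054 was at least 12.4-fold higher in CamB and 35.8-fold in Maresi. The chlorophyll a-b binding protein probe A_13_P120480 was DE in CamB alone, with a log2 fold change of 3.01 (SE 0.76, adjusted p = 0.0096) and 1 of 3 control arrays well above background (interaction 2.51, adjusted p = 0.202). The probe of oxygen-evolving enhancer protein 1, A_13_P251407, was not well above background on any root array. Probes that the files name PETE, the gene of plastocyanin, did not change together, and most were not DE. A_13_P640047 was up-regulated in CamB, with a log2 fold change of 1.88 (SE 0.39, adjusted p = 0.00364), and A_13_P601868, A_13_P638582 and A_13_P640414 were down-regulated in Maresi. None of these 4 calls was made with normexp, and A_13_P640414 alone kept its call with the slide as a block.

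**Figure D4:**
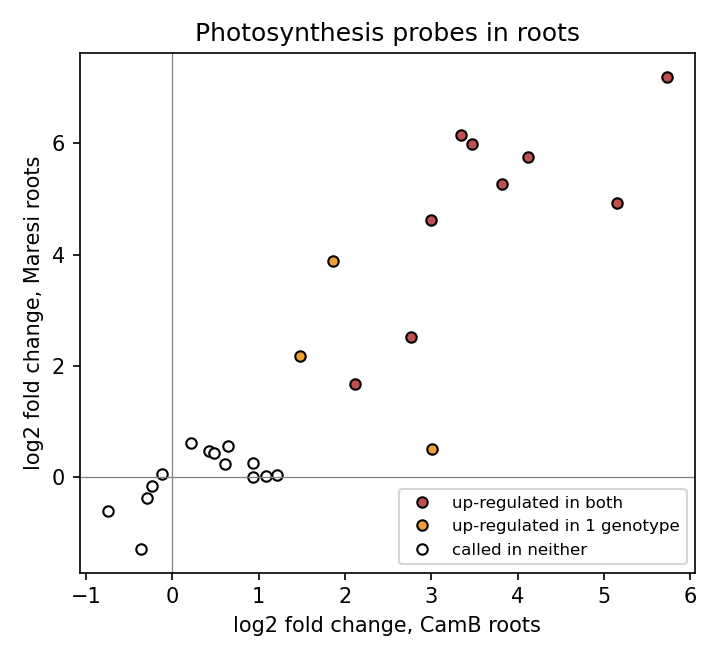
Log2 fold change in drought-treated roots of Maresi (vertical axis) against CamB (horizontal axis) for the 26 photosynthesis probes. Red points are the 9 probes up-regulated in both genotypes, orange points the 3 in a single genotype and white points the rest, and values of probes below background on the control arrays are fitted values, not bounds.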

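In leaves, 44 probes of the photosynthesis list were tested, with a median log2 fold change of 0.02 in CamB and 0.24 in Maresi. All but 1 of the 12 probes of the list that were DE in roots were not DE in leaves of either genotype. The log2 fold changes in leaves were 0.04 in CamB and 0.19 in Maresi for A_13_P117725 (photosystem I subunit VI), 0.11 and −0.03 for A_13_P277519 (subunit V) and −0.16 and 0.06 for A_13_P117460 (subunit N). The exception was the photosystem II 10 kDa polypeptide probe A_13_P525054, with log2 fold changes of 2.62 (SE 0.54, adjusted p = 0.00542) in CamB leaves and 3.55 (SE 0.54, adjusted p = 0.000937) in Maresi leaves. Its call in CamB leaves was lost with normexp and with the slide as a block. In CamB leaves it was the 1 probe of the list that was DE, and in Maresi leaves 3 were DE, all up-regulated, also adjusted over the list alone. In CamB leaves neither camera (adjusted p = 0.328) nor fry (adjusted p = 0.778) found a change of the list, and in Maresi leaves both found an increase (adjusted p = 0.00217 and adjusted p = 0.0176).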

Remarkably, none of these genes were differentially expressed in leaves after the 10-days of stress, although we found other genes involved in photosynthesis to be differentially expressed in leaves (Table S6). 

Other biological processes that were mostly down-regulated in roots represented reproduction and pollen-pistil interactions, and the majority of genes that were grouped by this GO term encode proteins with serine/threonine kinase activity. The remaining processes affected by the stress were related to translation, signal transduction, cell communication, cell cycle, and cell growth, among others. 

The categorization of genes into groups by their molecular function allow us to point to two main categories: binding and several enzymatic activities, represented by oxidoreductases, transferases, hydrolases, or kinases (Figure S4B). Within the binding function, the majority of genes play a role in gene expression regulation, and within the genes encoding kinases, hydrolases, and transferases, many are important in cellular signaling pathways. 

The last aspect of gene ontology analysis, cellular localization of proteins encoded by the identified DEGs, showed that their highest number belongs to the membrane proteins, but the important fraction is also localized in the nucleus or extracellular region (Figure S4C). 

### 2.3. Root DEGs Involved in the Regulation of Gene Expression 

A relatively large group of root DEGs function in the regulation of gene expression. We identified 77 genes encoding various transcription factors belonging to 33 different families, which changed their expression upon the stress in roots. Among these DEGs, eight were differentially expressed specifically in roots of the CamB genotype and 27 were specific to Maresi cultivar, whereas 27 and 14 DEGs were respectively up- or down-regulated in roots of both genotypes (Figure 1D). 

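Transcription factors were identified by the family names of the paper in the probe descriptions, which cover part of them, since 42.5% of the probes are described as unknown. Of 332 such probes on the array, 282 were tested in roots. In CamB 12 were up-regulated and 6 down-regulated, and in Maresi 11 were up-regulated and 10 down-regulated, with the same counts adjusted over the list alone. The counts rose with a fold change threshold of 2, to 25 and 17 in CamB and 19 and 28 in Maresi, and they fell to 9 and 2 in CamB and 10 and 8 in Maresi with normexp, and to 8 and 4 in CamB and 8 and 8 in Maresi with probes detected on every array. The median log2 fold change of the 282 probes in CamB was 0.0022 and the mean 0.14, and the set tests differed in direction, with camera giving a decrease (adjusted p = 0.930) and fry an increase (adjusted p = 0.0011). In Maresi the median was −0.08 and the mean −0.02, and both tests gave a decrease (camera adjusted p = 0.367, fry adjusted p = 0.695).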

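In all, 28 of the transcription factor probes were DE in roots of at least 1 genotype. Of these, 8 were up-regulated and 3 down-regulated in both genotypes, 7 were DE in CamB alone (4 up-regulated and 3 down-regulated) and 10 in Maresi alone (3 and 7). The genotype by drought interaction passed for 4 probes of the list, each with the higher log2 fold change in CamB, and 11 of the 28 probes were also DE in leaves.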

About 60% of all these DEGs were differentially expressed only in roots of at least one genotype, while the remaining genes were also found as DEGs in leaves of either CamB or Maresi (Figure 2, Table S7). The root-specific DEGs encoding TFs belong to 15 different families, and in the majority of cases, these families comprised of one DEG only. The exception is a bHLH TF family that consists of five DEGs and the families that possess a homeodomain coupled with other functional domains, where the other five genes were classified (HB-BELL, HB-HD-ZIP, and HB-KNOX families). An overrepresentation of root-specific DEGs was also found in the bZIP and WRKY families (Figure 2, Table S7). 

In addition to the group of DEGs for transcription factors, eleven DEGs were classified as genes encoding other types of transcriptional regulators. They include auxine responsive proteins of the AUX/IAA family, mitochondrial transcription termination factors (mTERF), the PHD finger proteins, tumor necrosis receptor-associated factor (TRAF) family proteins, an ethylene receptor, and a protein with BAH domain. Eight of these DEGs were down-regulated, and nine were root-specific (Table S7). 

In order to find the possible regulatory factors that may contribute to the drought tolerance or drought susceptibility, we selected the genes that were differentially expressed in roots in a genotype-specific manner. There were altogether ten DEGs specific to the drought-tolerant CamB genotype, representing eight genes encoding transcription factors—six of them were up-regulated, and seven were differentially expressed only in the roots of this genotype. There were also two genes encoding regulatory proteins, one up- and one down-regulated, and both of them were specific to the roots (Table 2). 

A similar analysis was performed for the drought susceptible cultivar Maresi, and here, almost 3× more DEGs (28 DEGs) encoding transcription factors were found to be specific to this genotype. The majority (23 DEGs) were down-regulated, and the expression of most of them was not affected by the stress in leaves. Among those genes that were differentially expressed also in Maresi leaves, one gene, encoding a protein from the TIFY family, showed an opposite expression change in the two organs. Additionally, three genes encoding transcriptional regulators were also found. Two of them were specific to the roots of Maresi, and one showed an opposite expression pattern in leaves and roots. This gene encodes a putative E3 ubiquitin-protein ligase and was also up-regulated in the leaves of the CamB genotype (Table 3).

### 2.4. Target Genes Putatively Regulated by Specific Transcription Factors with Differential Expression in Roots

To depict some possible regulatory connections between specific transcription factors and their putative target genes, we have subjected all genes differentially expressed in roots of both genotypes to the analysis in the Transcription Factor Enrichment tool (http://plantregmap.cbi.pku.edu.cn) that allows us to find the TFs which possess significantly over-represented targets in the input gene list. For this purpose, the whole list of root DEGs was divided according to the direction of their expression change, and then the two sets of genes were used as queries against the TF enrichment tool. It was possible to find four TF genes that were differentially expressed after the mild drought stress in roots and possessed overrepresented targets in our data set (Table 4 and Table S8). Three of them were up-regulated, and one (MLOC_81003, encoding a TF from bZIP family) was down-regulated by the stress in both genotypes. All their putative target genes had the same direction of expression change—up-regulation, which indicates that the MLOC_81003 gene may act as a negative regulator of these putative targets. 

We also found that some regulatory cascades may exist between the identified TF genes. The MLOC_14844 encoding a TF from Myb-like family was within the targets of MLOC_6711, a gene for a G-box binding factor 2, belonging to the bZIP family, indicating a possible regulatory connection between these two genes. The latter may be under a negative regulation of MLOC_81003 (another bZIP TF), and a MLOC_75166 encoding heat stress TF may be auto-regulated as this gene was found among its own targets (Figure 3, Table S8). This regulatory network may be further extended based on other identified target genes. The analysis showed that MLOC_14844 may regulate the expression of another G-box binding transcription factor (MLOC_15316). The MLOC_6711 may be responsible for the activation of a gene from C3H family (MLOC_63525), and MLOC_75166 may regulate another two TF-encoding genes representing NAC family (MLOC_37104 and MLOC_23616), The last one was annotated as a protein with unknown function, but it possesses domains characteristic to NACs (Table S8). 

The function of the putative targets for the four TFs spans several categories, such as metabolism, including nucleic acid metabolism, gene expression regulation with the above-mentioned transcription factors, and other molecules involved in transcription regulation, translation initiation, or ribosomal proteins. Other genes belong to stress response signaling and redox processes, transmembrane transport or plastid formation. We have not found any specific preferences of the four TFs to target genes from a defined biological process; they may all regulate expression of genes of the broad spectrum of biological functions. 

### 2.5. A Comparison of DEGs Involved in Gene Expression Regulation in Roots during Mild and Severe Drought Stress

The drought response on the transcriptional level of the same barley genotypes (CamB and Maresi) was previously analyzed under severe drought stress, where the seedlings at the same stage as presented here were grown for 10 days in the soil moisture close to the point of permanent plant wilting [20]. Thus, it was possible to check which genes involved in gene expression regulation in roots are common or specific to the different drought regimes. 

Altogether, the severe drought stress resulted in the expression changes of 187 DEGs encoding transcription factors that belong to 47 different families and 43 DEGs encoding other proteins involved in transcription regulation from 12 different families. Of this number, 42 DEGs were common for severe and mild drought stress, including 38 DEGs for transcription factors and 4 DEGs for other regulators of gene expression. Mild drought-specific DEGs included 47 genes, and 40 of them encode transcription factors. The remaining 188 DEGs were specific to the severe drought stress (149 genes for TFs and 39 genes for other types of expression regulators; Figure 4, Table S9). 

Factors from AP2/ERF family, B3, and bHLH families predominated within the group of DEGs specific to mild drought (Figure 4). Moreover, genes from MADS-M-type, S1Fa-like, SBP, SCAI, and STAT families were differentially expressed after the mild drought stress only. On the other hand, the severe drought stress resulted in a specific differential expression of genes from 20 TF families and the most numerous were the C2H2, Far1, and Trihelix families. Many DEGs specific to severe drought also belong to the AP2/ERF, bZIP, bHLH, NAC, and WRKY families. 

Within DEGs common to both stresses, again, factors from AP2/ERF, bZIP, bHLH families were found, together with genes belonging to the heat shock, NAC and WRKY families, among others. Importantly, the pattern of gene expression changes after mild and severe stress or between the two genotypes was not uniform for all DEGs (Figure 5, Table S10) and interestingly, we found some DEGs that showed opposite expression change in both drought regimes: up-regulation after mild and down-regulation after severe drought (Table 5). All of these DEGs, but one, were specific to roots, they did not change their expression in leaves in either of drought regimes.

## 3. Discussion

Our analysis of root transcriptomes of two barley genotypes, which differed in their level of drought tolerance, allowed us to select several genes encoding transcription factors that may be involved in better drought survival. Among the ten genes that were specifically activated or repressed in roots of drought-tolerant CamB, one encodes the TSO1-like CXC protein, which is the homolog of the human TESMIN gene that is expressed mainly in testes and ovaries [21]. In Arabidopsis, the TSO1 gene functions in floral tissue development, inflorescence meristem organization, and control of cell division [22]. Importantly, it is required for the correct organization of shoot and root apical meristems [23]. It was shown that TSO1 acts as a repressor of the *MYB3R1* gene, which in turn maintains the repressed state of G2/M-specific genes in the roots, preventing cell proliferation. Thus, high expression of *TSO1* allows the maintenance of root proliferation in the root meristematic zone [23]. In our study, the up-regulation of the *TSO1-like* gene in CamB roots suggests that it may be involved in the promotion of better drought tolerance of this genotype. 

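The files hold a probe described as the MYB3R-1 transcription factor, A_13_P029191, which is paired here by name with the homologue of MYB3R1. It was not well above background on any root array of CamB, and in Maresi on 1 of 3 control and 2 of 3 drought arrays, so that it was not tested.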

In our data set, no differential expression of the *MYB3R1* homologue was noticed, but we found two other genes from the MYB superfamily, belonging to the GARP-G2-like group that were specific to CamB roots (HORVU2Hr1G020140 and HORVU7Hr1G096430). The first one was up-regulated and was annotated as two-component response regulator *ARR18*, but the homology search in Ensembl Plants database showed that its orthologues in Arabidopsis (*HRS1*, *HHO2*, or *HHO3*) and rice (*NIGT1*) are involved in nitrate and phosphate signaling in roots [24] and in the presence of nitrate they repress the nitrate-starvation response [25]. The second one was down-regulated in CamB roots and is the orthologue of Arabidopsis *PHL6* and rice *PHR4* genes, that are activated upon limiting phosphate availability and regulate phosphate-starvation response pathway [26]. It was shown that high nitrate reduces lateral root elongation [27] and a similar observation was true for drought treated plants [28]. On the other hand, phosphorus starvation increases lateral root formation and the density of root hairs [27], placing these genes in a pathway that may influence the root plasticity in response to the soil environment. Expression pattern of barley orthologues of NIGH1 and PHR4 observed in our study suggests that they may also play a role in drought response although their precise function in this type of stress remains to be elucidated. 

An interesting gene (HORVU5Hr1G062040) that was up-regulated in CamB roots shows similarity to human *SCAI*, the suppressor of cancer cell invasion gene that inhibits the invasive migration of tumor cells [29]. SCAI protein interacts with KDM3B, a histone demethylase protein that removes methyl groups from H3K9me1/2, which is the mark of repressed chromatin state [30], and with the SWI/SNF chromatin remodeling complex [31]. Thus, the HORVU5Hr1G062040 gene plays a role in the regulation of chromatin status and its transcriptional availability. Two other DEGs involved in epigenetic regulation were found in CamB roots: a down-regulated HORVU5Hr1G061120 gene encoding a bromo-adjacent homology (BAH) domain-containing protein and an up-regulated HORVU6Hr1G034680 gene for a methyl-CpG-binding domain-containing protein. The proteins with a BAH domain recognize methylated state of histone H3 lysines that are the hallmarks of the heterochromatin [32]. The methyl-CpG-binding proteins interact with methylated CpG sites in DNA and are also responsible for silencing the target chromatin regions [33]. The direction of expression changes of these genes in the roots of the CamB genotype suggests that the efficient response to drought may require the formation of an active chromatin status of genes that are targeted by SCAI and BAH proteins. The repression of transcription of other genes, which are under the regulation mediated by the methyl-CpG-binding protein, may be also needed. 

In the roots of Maresi, contrary to CamB, more genotype-specific DEGs for gene expression regulatory proteins were found, and the great majority of them were down-regulated by the stress. This finding suggests that in a drought-susceptible cultivar, more dynamic changes occur after the drought treatment. It is not clear whether the prevalence of down-regulatory mechanisms is an indicator of a lower acclimation ability to the stress or it just suggests that Maresi enters a substantially different pathway of drought response than CamB. Many detected TFs belong to large families with members of positive and negative expression regulatory functions, and there are reports of their both up- or down-regulation upon drought. Such observations were made, for example, for genes from AP2/ERF [34,35], bHLH, MADS, MYB [8], NAC [9], or WRKY families [7]. Thus, a more detailed analysis targeted to single genes is needed to detect their specific impact on drought response in the Maresi cultivar. Nevertheless, some possible molecular response pathways have emerged that may be characteristic of the roots of this drought-susceptible genotype. 

One pathway may be connected to jasmonic acid (JA) signaling and the action of three genes: HORVU7Hr1G041230, HORVU3Hr1G050590, and HORVU4Hr1G003040 encoding a TIFY3A TF, WRKY and an NPR1 protein, respectively. The TIFY3A TF belongs to the JAZ subfamily of TIFY, which is known to repress the action of Arabidopsis MYC2 TF and its homologues—the positive regulators of JA-dependent responses. The important effect of such response is an inhibition of primary root growth [36]. The involvement of TIFY TFs in drought tolerance was demonstrated by the overexpression study of rice *OsTIFY11a*, which resulted in the enhancement of dehydration stress resistance [37]. Down-regulation of this gene in Maresi roots suggests that this pathway of possible drought tolerance may be negatively affected in this cultivar. 

Similar, negative regulation of JA response was found in Arabidopsis for another factor, *WRKY50* [38], a homologue of which HORVU3Hr1G050590 was again down-regulated in roots of Maresi. Another down-regulated gene (HORVU4Hr1G003040), encoding a regulatory protein NPR1, may also be placed within the JA-related response. It is a repressor of JA signaling that acts through the induction of the salicylic acid pathway [39], and its overexpression in Arabidopsis leads to oxidative stress resistance [40]. Taking all of this together, down-regulation of the above-mentioned genes may lead to the lack or lower rate of JA signaling repression in Maresi roots, which in turn may diminish the efficient drought response. 

Nonetheless, more complexity to the image of this response is added by the down-regulation of two *KNOTTED1-like* (*KN1*) transcription factor genes (HORVU2Hr1G061320 and HORVU5Hr1G098570). 

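Probes of KN1 were paired by name, not by gene model. In Maresi roots the knotted 1 probe A_13_P044546 was well above background on 2 of 3 control arrays and on no drought array, and was at least 2.01-fold lower under drought (adjusted p = 0.00728 from limma). In CamB its log2 fold change was −0.16 (SE 0.72, adjusted p = 0.862), and the interaction did not pass (adjusted p = 0.147). Another knotted 1 probe, A_13_P391087, had a log2 fold change of −1.25 (SE 0.37, adjusted p = 0.0258) in Maresi, below the fold change threshold. The knotted 4 probe A_13_P568894 was down-regulated in Maresi, with a log2 fold change of −2.82 (SE 0.42, adjusted p = 0.000532) and 1 of 3 drought arrays well above background, and was −0.19 in CamB (interaction adjusted p = 0.0576). For A_13_P044546 and A_13_P568894 all 3 drought arrays of Maresi lay below all 3 control arrays, and neither was called with normexp.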

The KN1 TF negatively modulates the accumulation of gibberellin (GA) through the control of ga2ox1, which is an enzyme that leads to the catalysis of the GA [41]. Thus, down-regulation of *KN1* genes in Maresi roots may slow-down the degradation of GA, which in turn may promote root cell proliferation and elongation [42]. Moreover, it was shown that there is a crosstalk between GA and JA, mediated by MYC and DELLA proteins that compete with each other to bind with JAZ TF. In the presence of GA, DELLA protein is directed to degradation, and then JAZ and MYC may interact with each other, which prevents MYC from activation of JA-dependent genes and leads to the repression of JA-driven response [43]. This complex response of Maresi indicates the necessity of a substantial rebuilding of root metabolism under the mild drought in a susceptible cultivar, which does not take place in a tolerant genotype. 

Based on the enrichment analysis, we performed a prediction of possible relationships between differentially expressed TF genes and all DEGs that were identified in the roots of both genotypes. We found four TFs that had overrepresented targets among root DEGs, which may place them near the top of the regulatory network of the mild drought response in roots. Two of them encode TFs from the bZIP family: MLOC_81003 (HORVU5Hr1G014170) with the highest similarity to rice bZIP88 and MLOC_6711 (HORVU1Hr1G090030), similar to Arabidopsis G-box binding factor 2 (GBF2). Many bZIP TFs are involved in stress signaling and act in an ABA-dependent manner [44]. Our data suggest a possible negative regulation of *GBF2* by bZIP88 (HORVU5Hr1G014170) in drought response in barley roots, as the up-regulated *GBF2* gene was found among targets of down-regulated bZIP88. A down-regulation of *bZIP88* was also observed in rice subjected to various abiotic stresses, including drought [45]. Interestingly, a DNA binding activity of some G-group bZIPs was found to be regulated by light and reactive oxygen species (ROS) [46], which are commonly produced in tissues upon the abiotic stresses. Thus, one may hypothesize that ROS produced in drought treated roots may trigger the regulation of gene expression downstream of *GBF2*. Another TF gene with overrepresented targets encodes heat stress factor (HORVU7Hr1G056820) orthologous to rice, HSFB-2b gene. HSFs from class B are considered to be transcriptional repressors [47], contrary to our enrichments analysis data, which pointed to several up-regulated DEGs downstream to the *HFSB2b* gene (also up-regulated). On the other hand, a study of seed germination under heat stress in Arabidopsis showed the induction of the *HSFB2b* gene, which was accompanied by the accumulation of 49 heat shock proteins [48] (HSP). In our analysis, two up-regulated genes (HORVU3Hr1G007500 and HORVU3Hr1G020520) encoding HSPs were found as targets of HSFB2b. Moreover, a study of maize transcriptome suggests that the *HSFB2b* gene may be important in drought tolerance in this species, as *HSFB2b* expression was specifically activated in a drought-tolerant genotype [49]. Nevertheless, at this stage of our analysis, we treat the above enrichment data only as putative interactions that may serve to drive hypothesis on novel regulatory connections in the gene network, and which need to be verified based on gene-specific studies. 

The comparison of mild and severe drought stress regimes showed a significant increase in the number of DEGs involved in gene expression regulation when a severe drought was applied. Among all the regulatory DEGs detected after mild drought treatment, about 50% were also differentially expressed after severe stress. Additionally, the number of DEGs that were specific to only one stress regime was four times higher after severe stress, compared to the mild drought. Such results suggest that a substantial part of root drought response that is initiated upon moderate stress may also persist in more severe conditions. It is important to emphasize, however, that the details of this response differed in a genotype-dependent manner. A general scheme that emerged from our analysis suggests that the drought-sensitive genotype goes through more profound changes in the transcriptome than the drought-tolerant form, especially after the severe stress. The differences between the two drought regimes that were observed for DEGs with expression regulatory function were also reflected in the expression of all remaining genes involved in the other biological processes. Gene ontology analysis showed that DEGs identified after mild drought belong to similar biological and functional categories as genes differentially expressed after severe stress [20]. However, when we take into consideration the number of DEGs, then more DEGs are found within each GO category when the stress is stronger, and again, more DEGs are present in the drought-sensitive genotype [20]. The same was true for the TF DEGs detected in the presented study—a much higher number of TF DEGs were found after severe stress in each TF family, and this increase in number was more prominent in the Maresi genotype. A remarkably higher number of DEGs characteristic for severe drought were noticed, for example, within the AP/ERF family of ethylene responsive factors and AUX/IAA family involved in auxin signaling. A similar increase in gene number was noticed for the bZIP family, including factors involved in ABA signaling. It was shown that both hormones enter a crosstalk important for a drought response and trigger the inhibition of lateral root formation [50], making their regulatory network essential for shaping the root system architecture under stress. Severe stress also resulted in a higher number of genes from GRAS family, which may be placed within gibberellin signaling [51] and the genes from the Tify family involved in jasmonate signaling [52]. Interestingly, the Tify TFs detected under severe stress included down-regulated genes in CamB, suggesting that the drought-tolerant genotype may enter a similar response pathway related to jasmonates as the sensitive cultivar, but only after much more adverse environmental conditions. 

An interesting finding was the detection of five genes, which exhibited opposite expression changes after mild and severe stresses, and in the case of two of them, some functional characteristics may be related to the root function under drought. The first one (HORVU7Hr1G089930), which encodes a TF from the AP/ERF family is an orthologue of the Arabidopsis gene for the SHINE factor that is involved in wax synthesis. Overexpression of this gene caused the increase of wax biosynthesis and altered its composition, resulting in a higher cuticle permeability in leaves and better drought tolerance [53]. The Arabiopsis *SHINE* gene is also expressed in roots and is probably involved in suberin deposition [54]. Suberisation is considered to have a negative impact on water and solute transport, but it may also prevent an uncontrolled backflow of water to the surrounding soil under unfavorable environmental conditions [55]. During the day and in optimal soil moisture, the main force driving water transport is the transpiration, and water is transported via the apoplast. During the night or when stomata are closed due to drought stress, water flow from cell-to-cell and is driven by the root pressure. In the latter scenario, the suberin acts as a barrier limiting apoplastic transport [56]. The barley *SHINE* orthologue was up-regulated under mild drought in our study, but down-regulated after the severe water shortage conditions in both genotypes. It is possible that SHINE allows the increase of suberization when the signal of water shortage is perceived by the roots, and consequently, it helps to actively maintain the transport of limited, but still available water to the shoot, even if the transpiration rate is reduced. On the other hand, under the severe drought, when water is very limited, a high deposition of suberin may be unfavorable as it may increase hydraulic resistance of the root to the extent it prevents water acquisition. 

The second gene with the opposite expression change under moderate and severe drought (HORVU5Hr1G047610) belongs to the LOB (LATERAL ORGAN BOUNDARIES) family and was also up-regulated after mild drought in both genotypes and down-regulated in severe drought, but only in the Maresi cultivar. LOB transcription factors are involved in the development of lateral organs. The first LOB gene identified in Arabidopsis is expressed at the boundaries between stem cells and developing leaf primordia at shoot apical meristem [57]. Several *LOB* genes are important for lateral root formation driven by auxin signaling and modulated by ABA under stress conditions [58,59]. A maize *RTCS* gene from this family is responsible for the initiation and maintenance of embryonic seminal roots and shoot-born root primordia [60], and the *ARL1* gene in rice is involved in adventitious roots formation [61]. At present, it is difficult to predict the precise function of the *LOB* gene identified in the presented study in barley, but its differential expression in roots only and not in leaves suggests its importance for shaping root architecture and building an appropriate root system under the moderate but not in the severe stress conditions. 

Another aspect that emerged from our transcriptomic study was the discovery of genes that function in the photosynthesis process, but were differentially expressed under drought in roots of one or both barley genotypes. They included genes encoding proteins of oxygen-evolving complex, together with proteins that build photosystem I (PSI) and PSII in leaf chloroplasts, and most of them were up-regulated by drought stress. This finding is in agreement with our previous study, where several genes annotated as photosynthesis-related were also differentially expressed in roots upon severe drought [20]. 

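Of the 26 photosynthesis probes tested in roots, 12 were DE in at least 1 genotype, 1 of them in CamB alone and 2 in Maresi alone. The genotype by drought interaction passed for 2, the photosystem I subunit V probes A_13_P117870 and A_13_P277519, both with the larger increase in Maresi. The size of these interactions rests on fitted values of Maresi controls below background and is not given. In CamB A_13_P117870 had a log2 fold change of 3.35 (SE 0.41, adjusted p = 0.000149), with 2 of 3 control arrays well above background, and in Maresi it was at least 37.4-fold higher.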

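Of the 26 probes, 80.8% had a positive log2 fold change in each genotype, and the median log2 fold change with bounds was 0.79 in CamB and 0.48 in Maresi. With normexp 7 probes were up-regulated in Maresi. With a fold change threshold of 2, 1 probe was down-regulated in Maresi. From the increase of these transcripts, the paper proposes that root plastids may serve as centers for scavenging reactive oxygen species under drought.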

We hypothesize that such result may suggest a specific role of root plastids as ROS scavenging centers, which may help root cells to cope with oxidative stress conditions generated by drought. Differential expression of genes involved in photosynthesis in roots under drought is not uncommon and was also detected in other studies, for example, in cotton [62], chickpea [63] poplar [64], and pine [65]. 

Our analysis also suggests that under the mild drought stress, different genes involved in photosynthesis are differentially expressed in leaves and the roots. 

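All 26 photosynthesis probes tested in roots were also tested in leaves. The organ by drought interaction passed for 11 of them, with the higher log2 fold change in roots for 10.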

We found, for example, up-regulation of a gene for RuBisCO activase A in Maresi leaves and differential expression of two genes encoding chlorophyll a-b binding proteins in leaves of both genotypes, whereas another gene for chlorophyll a-b binding protein was up-regulated in roots only. Similarly, we noticed down-regulation of a gene encoding one of PSII components in leaves, whereas, in roots, two other genes for PSII proteins were up-regulated. This may suggest that drought results in an organ-specific expression of genes with similar function, although we are aware that we analyzed only one time-point of the stress treatment, so we only spotted a subset of the dynamic changes of the transcriptomes and we cannot rule out that some of these genes exhibit different expression patterns at the early stage of the stress. Such possibility is partially supported by the research of Chmielewska et al. [18] who used plant material from the same experiment (the same genotypes and drought treatment) for the analysis of leaves and roots proteomes and metabolomes. 

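The 7 probes of RuBisCO activase are all named activase B or RcaB in the array files, and none is named activase A. A_13_P120660, described as activase B, had a log2 fold change of 3.37 (SE 0.24, adjusted p = 8.78e-06) in Maresi leaves and 1.23 (SE 0.24, adjusted p = 0.00403) in CamB leaves, with an interaction of −2.14 (adjusted p = 0.0146). Of the probes named RcaB, A_13_P000071, A_13_P250385 and A_13_P409436 were likewise up-regulated in Maresi leaves, with log2 fold changes of 3.06, 3.36 and 3.19, and passed the interaction. A_13_P307127 and A_13_P403165 were up-regulated with log2 fold changes of 3.62 and 3.58, and their interactions did not pass (adjusted p = 0.121 and 0.124). A_13_P407911 was not DE in Maresi leaves, with a log2 fold change of 0.04 (SE 0.37, adjusted p = 0.947). Among chlorophyll a-b binding proteins, the WCAB precursor probe A_13_P579189, named because it was among the 3 found, had a log2 fold change of 2.33 (SE 0.38, adjusted p = 0.00143) in Maresi leaves and 1.40 (SE 0.38, adjusted p = 0.0202) in CamB leaves, which is below the fold change threshold.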

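Besides the 10 kDa polypeptide, 2 probes of a photosystem II protein were DE in roots, both of the stability and assembly factor HCF136. A_13_P398906 was at least 2.82-fold higher in CamB roots and had a log2 fold change of 2.52 (SE 0.34, adjusted p = 0.000261) in Maresi roots, with 1 of 3 control arrays well above background. A_13_P136715 was DE in Maresi alone, at least 1.44-fold higher. In leaves the log2 fold changes of A_13_P398906 were 0.45 in CamB and 0.96 in Maresi, and it was not DE.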

On the protein level, they found a higher accumulation of oxygen-evolving enhancer protein in leaves of Maresi and a ferredoxin-NADP+ oxidoreductase in leaves of CamB, while in our study the differential expression of their transcripts was not found. It is likely that the up-regulation of transcription could occur at an earlier stage of the stress application and on the 10th day, the differences were visible only on the protein level. Similarly, Chmielewska et al. [18] found a higher accumulation of RuBisCO activase B in both genotypes and RuBisCO activase A protein in the leaves of Maresi only, while in our analysis, only the latter protein is in agreement with its transcript up-regulation. Nevertheless, taking together the above aspects of our analysis, the photosynthesis-related genes may be considered as a source of better drought response of roots, due to their possible anti-oxidative role protecting macromolecules from oxidative damage in this organ. 

To conclude, we have found a substantial number of transcription factor encoding genes that are involved in the drought response in roots of barley. The use of microarrays, despite their limitations, allowed us to make an unbiased comparison of transcriptome changes induced by mild drought to the response of the same genotypes to severe stress, which we studied previously [20]. The comparability of both analyses was ensured by the use of the same type of arrays and experimental methodology, except for the drought regime, in both experiments. We are aware, however, that additional use of the RNA-Seq method may give a more in-depth view on global gene expression changes. Nevertheless, our analysis suggests that genotype-dependent drought tolerance is accompanied by a lower number of gene expression changes than response of the susceptible genotype. 

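In roots CamB had the higher number of DE probes with the 75th percentile shift and under 14 of the 19 other processing settings. CamB had the lower number under 5 of them, with 1158 against 1207 DE probes with normexp, 1764 against 1788 with a floor on the intensities, 1793 against 1806 at an adjusted p of at most 0.01, and 1407 against 1801 with the slide or with the scan date as a block. The order also rested on single control arrays. Without control replicate 1 of CamB roots 1064 probes were up-regulated and 774 down-regulated in CamB, against 943 and 1004 in Maresi, and without control replicate 2 the numbers were 1023 and 764 against 946 and 1000, fewer in CamB in both cases. Without control replicate 3 they were 2196 and 921 against 949 and 1015. In leaves CamB had the lower number with the 75th percentile shift, and with quantile normalization it had the higher number (1396 against 1301). Without control replicate 3 of CamB leaves CamB also had more, with 702 up-regulated and 675 down-regulated probes against 753 and 613 in Maresi. The paper proposes that drought tolerance goes along with fewer changes in gene expression, although it calls the totals of both genotypes comparable. Its proposal also draws on regulatory genes changed in Maresi or CamB alone and on severe drought. Arrays of severe drought were not examined here.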

The gene expression regulation is probably directed toward the maintenance of root meristems proliferation and a yet unidentified network of epigenetic changes that may allow a better acclimation of the plant to the stress conditions and may be triggered by factors involved in chromatin remodeling and DNA methylation. We found that a part of the drought response mechanisms is controlled by transcription regulators from Tiffy, WRKY, HB-KNOX, and mTERF families that may act within jasmonate and gibberellin signaling pathways. Our data also show that the activation of several TFs may be important in mild drought but not in severe drought response. We believe that the TF-encoding genes identified in the present study may be used as future targets for the enhancement of drought tolerance in barley and related species. 

## 4. Materials and Methods 

### 4.1. Plant Material and STRESS Treatment

Two barley genotypes were used for the study: a European semidwarf cultivar Maresi and a Syrian breeding line Cam/B1/CI08887//CI05761 (CamB), adapted to dry environments. Grains of both genotypes were sterilized, and initially, 20 grains were placed in the double-walled Kick–Brauckman’s pots of 10 dm^3^ capacity. After germination, the number of plants was reduced to 10. The pots were filled with a mixture of sandy loam and sand (7:2, *w*/*w*). The analysis of the water retention curve of this substrate showed that a pF range of 2.2–3.0 indicate easily available water. At the pF 3.0–4.2, water was less available, creating the conditions of drought stress, and pF > 4.2 was a permanent wilting point [19]. In the present study, two water regimes were used: control conditions with the pF range of pF 2.2–3.0 and a mild drought with pF value kept at the range of 3.4–3.6, which was applied at the 3-leaf seedling stage and lasted for 10 days. The experiment was started in spring (April), and plants were grown in a glasshouse with natural light conditions. The soil moisture was controlled daily using an FOM/mts TDR soil moisture meter according to the reflectometry method (Easy Test, Institute of Agrophysics PAS, Lublin, Poland) and adjusted by adding the appropriate quantity of water. The experiment was carried out in three replicates and tissue for RNA extraction was collected from five plants per replicate. 

### 4.2. RNA Isolation

After 10 days of drought stress, the second leaf and the whole root system were collected for RNA extraction from both drought-treated and control plants. To collect roots, plants were gently removed from the soil, separated from each other and roots were briefly washed in water to remove the soil substrate. The washing time did not exceed 30 s. Leaves and roots were frozen in liquid nitrogen and were subsequently homogenized in a sterile, ice-cold mortar. Total RNA was extracted using an RNeasy Plant Mini kit (Qiagen, Hilden, Germany), according to the manufacturer’s instructions. Extracted RNA was additionally purified using precipitation in 1 M lithium chloride, and each RNA precipitate was then dissolved in 15 μL of nuclease-free H_2_O. The yield and purity of the RNA were determined using a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA). The integrity of the RNA was checked using denaturation agarose gel electrophoresis using pre-cast gels and FlashGel RNA System (Lonza, Basel, Switzerland). 

### 4.3. Preparation of Microarrays and Microarray Data Analysis

The synthesis, labeling, and hybridization of cDNA and cRNA to 4 × 44K Agilent Barley gene expression arrays (Agilent Technologies, Santa Clara, CA, USA) were carried out at the Genomics Core Facility, European Molecular Biology Laboratory (EMBL), Heidelberg, Germany, as described earlier in Kwasniewski et al. [66]. One technical replication of microarray hybridization was made for each of the biological replications representing different experimental combinations of genotype, organs, and the type of treatment. The microarray data were analyzed using GeneSpring GX 12.5 software (Agilent Technologies). Hybridization data were subjected to per chip normalization using the percentile shift method to the 75th percentile. A baseline transformation was then performed to the median of all of the samples. Statistical testing for differential expression was performed using two-way ANOVA followed by the Benjamini–Hochberg false discovery rate (FDR) correction for multiple testing [67]. Fold change (FC) ≥3 (*p* ≤ 0.05 after FDR correction) was considered as a differential expression of a gene between drought-treated and control samples. Raw microarray data, normalized intensity values, and corresponding metadata are accessible through the Gene Expression Omnibus (GEO) repository under the accession number GSE128048.

### 4.4. Agilent Barley Gene Expression Microarray Annotation, GO Enrichment and Transcription Factor Encoding Genes Analysis

Blast2Go software (BioBam Bioinformatics S.L, Valencia, Spain) [68] and the blastn algorithm were used to map probes sequences from the Agilent Barley gene expression microarray to cDNA sequences representing high-confidence (HC) barley genes which were retrieved from the Ensembl Plants database (http://plants.ensembl.org), using the barley genome assembly version Hv_IBSC_PGSB_v2. The threshold values for the blastn settings were as follows: E-value—1.03 × 10^−3^, word size—9, and high-scoring segment pair (HSP)—33, with low complexity filter applied. The functional annotations of HC genes was used after Mascher et al. [15]. Because several online databases still utilize the data from the first version of barley genome assembly, similar annotation of microarray probes was done using the old version of the genome (version 082214v1, EnsemblPlants database). For this reason, all results in supplementary materials and, when applicable, in the main text, are presented using two gene identifiers abbreviated as HORVU (for the new genome assembly) and MLOC (for the old assembly). 

The functional characterization of all identified DEGs was performed using the KEGG database. To assign DEGs into KEGG orthologous groups, a BlastKOALA tool was applied [69], and the KEGG identifiers were then used to reconstruct KEGG pathways and BRITE hierarchies available at KEGG service (https://www.genome.jp/kegg/kegg2.html). Gene ontology enrichment analysis was carried out separately for up- and down-regulated root DEGs using singular enrichment analysis (SEA) available through the AgriGO v2.0 toolkit (http://systemsbiology.cau.edu.cn/agriGOv2). Here, a hypergeometric statistical test, at a significance level of *p* = 0.01 and minimum mapping entries of 5, was used. The GO data for the whole set of barley genes from the IPK Barley BLAST server were taken as a background reference for the analysis. The individual enrichment results were then compared using the SEACOMPARE tool from AgriGO v2.0. The GO slim analysis was done using a GOSlim viewer provided by AgBase (http://agbase.arizona.edu/cgi-bin/tools). 

In order to find genes encoding transcription factors (TFs) and other gene expression regulatory proteins, the protein sequences for all root DEGs were retrieved from the EnsemblPlant database (version Hv_IBSC_PGSB_v2) and analyzed using the iTAK (plant transcription factor and protein kinase identifier and classifier) program [70]. The analysis of TFs with significantly enriched putative targets was performed using the TF enrichment tool from the Plant Transcriptional Regulatory Map (http://plantregmap.cbi.pku.edu.cn/tf_enrichment.php) and a “motif” method with threshold *p*-value ≤0.05 was applied to find possible regulatory interactions between TFs and their putative targets. All Venn diagrams were drawn using Venny 2.1 [71].

### 4.5. Quantitative Reverse Transcription (RT)-qPCR

One microgram of total RNA was subjected to DNase treatment and subsequent cDNA synthesis using RevertAid First Strand cDNA Synthesis Kit (Thermo Fisher Scientific, Waltham, MA USA) according to the manufacturer’s instructions. The cDNA was diluted 1:5 with ddH_2_O and used as a template for the qPCR. The primers that were used in the qPCR were designed using Quant-Prime software (http://www.quantprime.de). The 10 μL qPCR reaction contained 2 μL of cDNA, 1 μL of the primer pair mixture (5 μM), and 5 μL of 2× Master Mix (LightCycler 480 SYBR Green I Master; Roche, Indianapolis, Indiana, USA). The qPCR protocol for the amplification on LightCycler 480 real-time PCR instrument (Roche) using the SYBR Green I method was as follows: initial denaturation for 10 min at 95 °C, followed by 45 cycles of 10 s at 95 °C, 15 s at 60 °C and 10 s at 72 °C, followed by a melting-curve analysis. The gene for ADP-ribosylation factor 1 was used as a reference [72]. All analyses were done in three biological replicates. Amplification efficiencies were calculated using LinRegPCR [73]. Calculations of the fold change of expression (FC) were made using the Pfaffl method [74]. Statistical significance of expression differences between control and drought treated samples were tested using REST software [75]. Spearman’s rank correlation coefficient was used to statistically compare microarray and qPCR FC data.

## Figures and Tables

**Figure 1:**
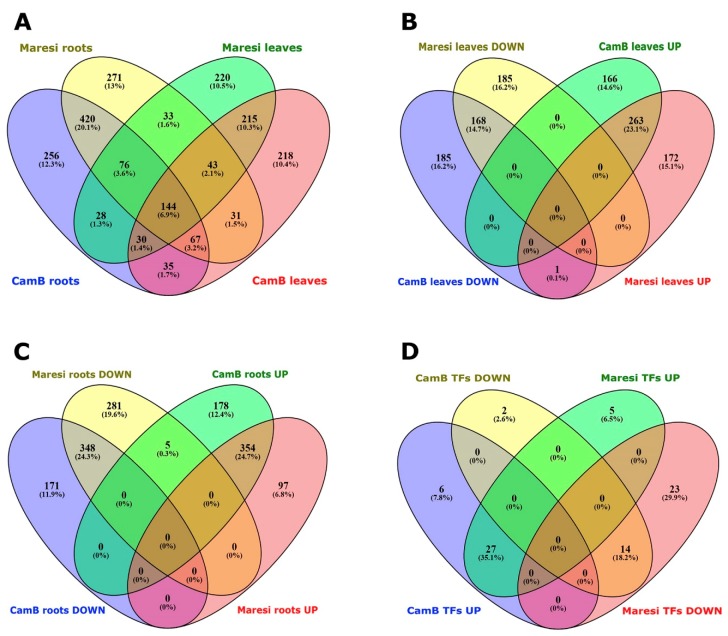
Venn diagrams representing several groups of differentially expressed genes (DEGs). (**A**) The comparison of a number of DEGs between roots and leaves of CamB and Maresi genotypes. (**B**) The comparison of a number of up- and down-regulated DEGs in leaves. (**C**) The comparison of a number of up- and down-regulated DEGs in roots. (**D**) The comparison of a number of up- and down-regulated DEGs encoding transcription factors and gene expression regulatory proteins identified in the roots of CamB and Maresi.

**Figure 2:**
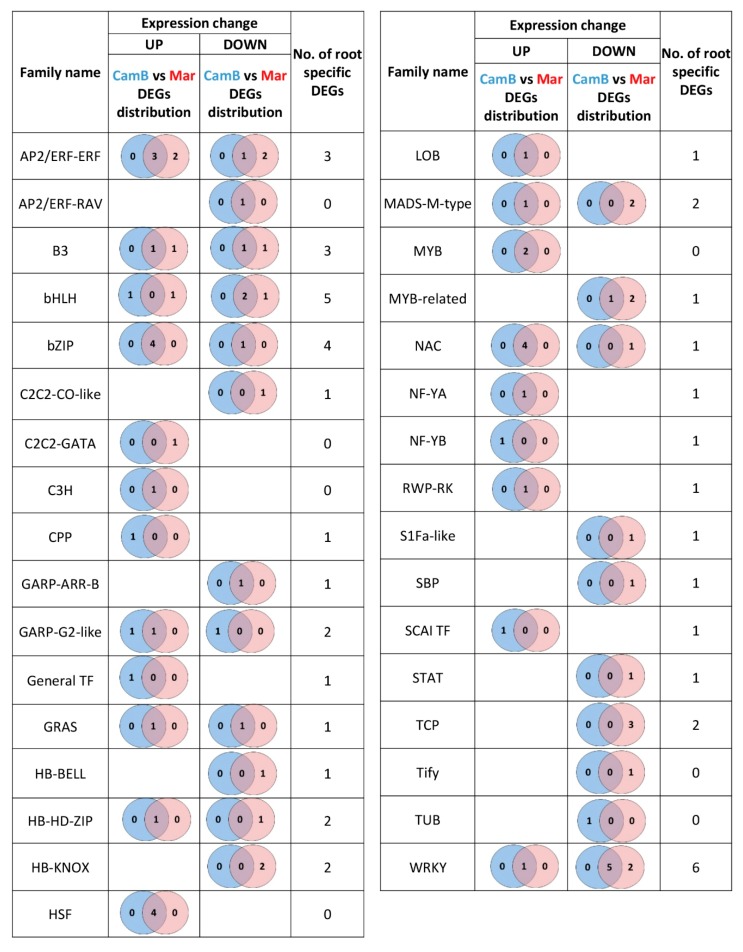
An overview of the gene number and root-specific differentially expressed genes (DEGs) encoding transcription factors differentially expressed after mild drought treatment in roots of CamB and Maresi genotypes. Cam—CamB genotype, Mar—Maresi genotype.

**Figure 3:**
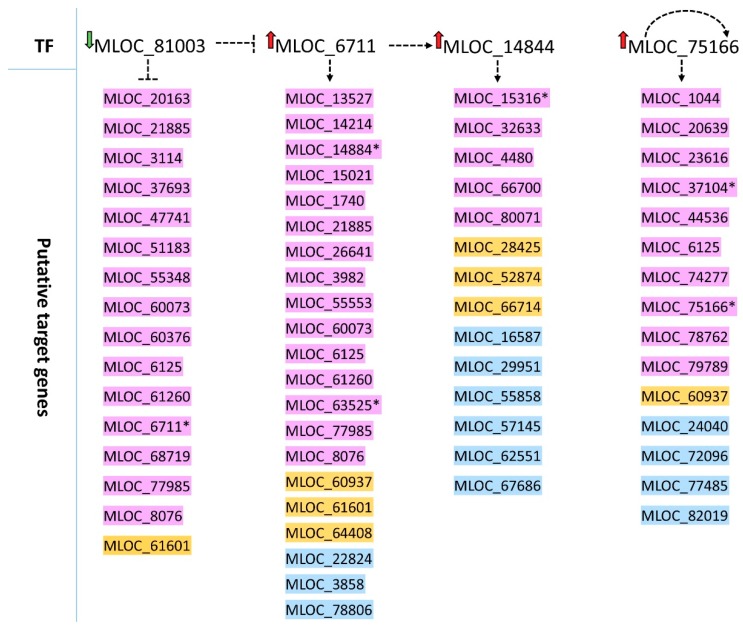
Putative targets and predicted regulatory network of these TFs, which possess significantly over-represented targets within root DEGs identified after mild drought stress. Violet—DEGs common to CamB and Mar genotypes; orange—DEGs specific to Maresi; blue—DEGs specific to CamB. Asterisk—DEGs encoding TFs.

**Figure 4:**
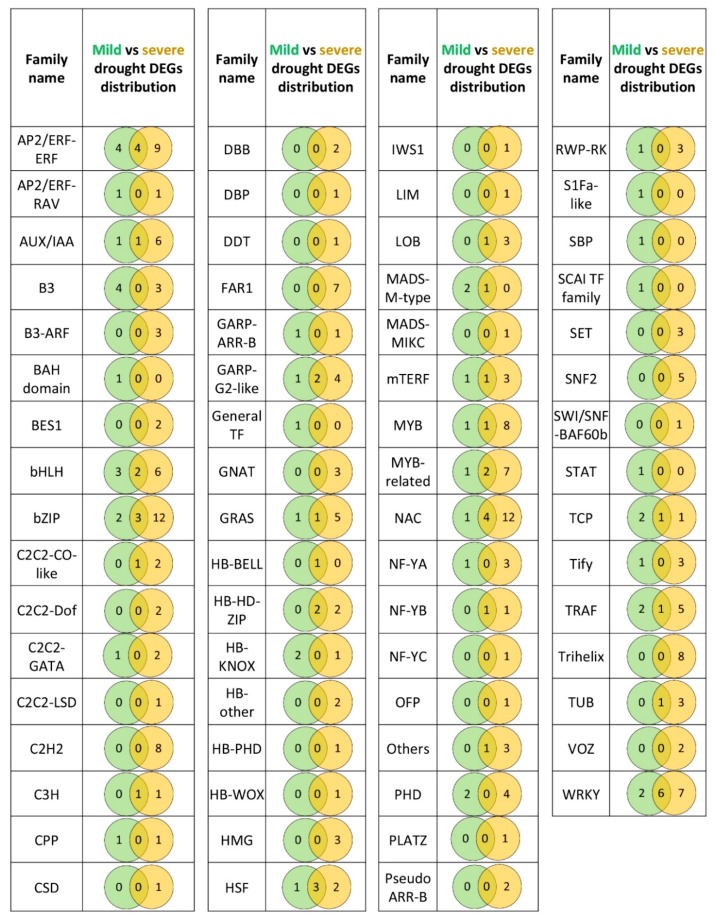
An overview of the number of TFs genes differentially expressed in roots after mild and severe drought treatment.

**Figure 5:**
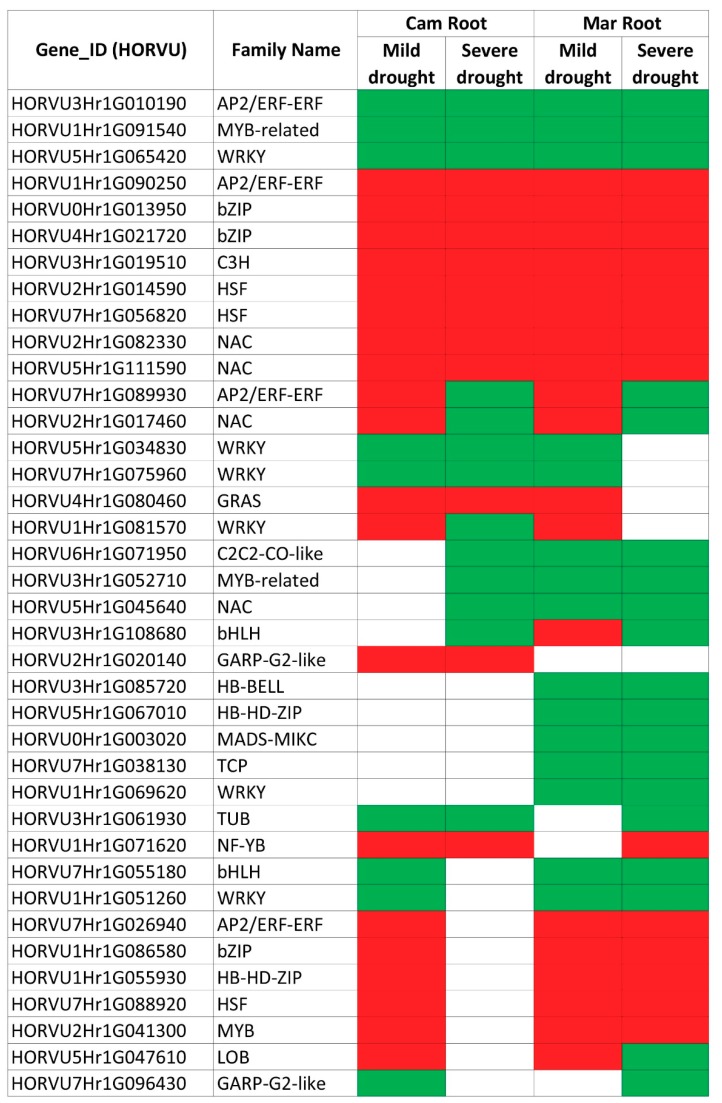
The expression pattern of DEGs encoding transcription factors, which were differentially expressed in roots of barley seedlings subjected to mild and severe drought regimes. Green: down-regulation of a gene; red: up-regulation of a gene.

**Table 1:** Summary of differentially expressed genes in CamB and Maresi barley genotypes under drought stress in comparison to control conditions.

Genotype	Organ	No. of Probes		No. of Genes with Known Annotations *	
		Down-Regulation	Up-Regulation	Down-Regulation	Up-Regulation
CamB	Roots	792	1019	519	536
CamB	Leaves	597	705	354	429
Maresi	Roots	999	884	634	452
Maresi	Leaves	602	717	353	436

*p* < 0.05; fold change (FC) ≥ 3. * barley high confidence genes.

**Table 2:** The list of DEGs involved in the gene expression regulation processes that were specific to the roots of the drought-tolerant CamB genotype.

Horvu ID	Expression Change				Family Name	Gene Description
	CamB Roots	CamB Leaves	Mar Roots	Mar Leaves		
**Transcription factors:**						
HORVU4HR1G087580	up	n/c	n/c	n/c	bHLH	Uncharacterized
HORVU3Hr1G073470	up	n/c	n/c	n/c	CPP	Protein tesmin/TSO1-like CXC 5
HORVU2Hr1G020140	up	n/c	n/c	up	GARP-G2-like	Two-component response regulator ARR18
HORVU7Hr1G096430	down	n/c	n/c	n/c	GARP-G2-like	Myb-like transcription factor family protein
HORVU5Hr1G110960	up	n/c	n/c	n/c	General TF	Transcription initiation factor IIE subunit beta
HORVU1Hr1G071620	up	n/c	n/c	n/c	NF-YB	Nuclear transcription factor Y subunit B
HORVU5Hr1G062040	up	n/c	n/c	n/c	SCAI TF family	Protein SCAI
HORVU3Hr1G061930	down	down	n/c	down	TUB	Tubby-like F-box protein 1
**Transcriptional Regulators:**						
HORVU5Hr1G061120	down	n/c	n/c	n/c	BAH domain	Bromo-adjacent homology (BAH) domain-containing protein
HORVU6Hr1G034680	up	n/c	n/c	n/c	PHD	methyl-CPG-binding domain 9

n/c—no change.

**Table 3:** The list of DEGs involved in the gene expression regulation processes that were specific to the roots of the drought susceptible Maresi genotype.

Horvu ID	Expression change				Family Name	Gene Description
	CamB Roots	CamB Leaves	Mar Roots	Mar Leaves		
**Transcription factors:**						
HORVU2Hr1G050260	n/c	n/c	up	n/c	AP2/ERF-ERF	Ethylene-responsive transcription factor
HORVU4Hr1G077310	n/c	n/c	down	n/c	AP2/ERF-ERF	Ethylene-responsive transcription factor
HORVU5Hr1G080300	n/c	n/c	down	down	AP2/ERF-ERF	Dehydration-responsive element-binding protein 1B
HORVU6Hr1G080340	n/c	up	up	up	AP2/ERF-ERF	Ethylene-responsive transcription factor 5
HORVU3Hr1G105720	n/c	n/c	down	n/c	B3	B3 domain-containing protein
HORVU5Hr1G017450	n/c	n/c	up	n/c	B3	B3 domain-containing protein
HORVU3Hr1G108680	n/c	n/c	up	n/c	bHLH	Transcription factor ORG2
HORVU5Hr1G002090	n/c	n/c	down	n/c	bHLH	Basic helix-loop-helix (bHLH) DNA-binding superfamily protein
HORVU6Hr1G071950	n/c	n/c	down	n/c	C2C2-CO-like	Zinc finger protein CONSTANS-LIKE 10
HORVU4Hr1G088280	n/c	up	up	up	C2C2-GATA	GATA transcription factor 2
HORVU3Hr1G085720	n/c	n/c	down	n/c	HB-BELL	BEL1-like homeodomain 8
HORVU5Hr1G067010	n/c	n/c	down	n/c	HB-HD-ZIP	Homeobox-leucine zipper protein family
HORVU2Hr1G061320	n/c	n/c	down	n/c	HB-KNOX	Homeobox protein knotted-1-like 12
HORVU5Hr1G098570	n/c	n/c	down	n/c	HB-KNOX	Homeobox protein knotted-1-like 12
HORVU0Hr1G003020	n/c	n/c	down	n/c	MADS-M-type	MADS-box transcription factor 18
HORVU3Hr1G095090	n/c	n/c	down	n/c	MADS-M-type	MADS-box transcription factor family protein
HORVU3Hr1G052710	n/c	n/c	down	n/c	MYB-related	Myb-like transcription factor family protein
HORVU6Hr1G066000	n/c	down	down	n/c	MYB-related	Myb-like transcription factor family protein
HORVU5Hr1G045640	n/c	n/c	down	down	NAC	NAC domain protein,
HORVU2Hr1G072420	n/c	n/c	down	n/c	S1Fa-like	DNA-binding protein S1FA2
HORVU3Hr1G094730	n/c	n/c	down	n/c	SBP	Squamosa promoter-binding-like protein 2
HORVU1Hr1G054620	n/c	n/c	down	n/c	STAT	SH2 domain protein B
HORVU3Hr1G095400	n/c	n/c	down	down	TCP	TCP family transcription factor
HORVU6Hr1G093960	n/c	n/c	down	n/c	TCP	TCP family transcription factor
HORVU7Hr1G038130	n/c	n/c	down	n/c	TCP	TCP family transcription factor
HORVU7Hr1G041230	n/c	n/c	down	up	Tify	Protein TIFY 3A
HORVU1Hr1G069620	n/c	n/c	down	n/c	WRKY	WRKY DNA-binding protein 54
HORVU3Hr1G050590	n/c	n/c	down	n/c	WRKY	WRKY DNA-binding protein 50
**Transcriptional regulators:**						
HORVU6Hr1G091700	n/c	n/c	down	n/c	Others	Ethylene receptor 3
HORVU2Hr1G017680	n/c	up	down	up	PHD	E3 ubiquitin-protein ligase SHPRH
HORVU4Hr1G003040	n/c	n/c	down	n/c	TRAF	Regulatory protein (NPR1)

n/c—no change.

**Table 4:** The transcription factors that possess significantly over-represented targets within root DEGs.

Horvu ID	MLOC ID	Background-All ^1^	Background-Bind ^2^	Query-All ^3^	Query-Bind ^4^	*p*-Value	*q*-Value	Description (IPK)
HORVU1Hr1G090030	MLOC_6711	24306	470	546	21	1.059 × 10^−3^	3.352 × 10^−2^	G-box binding factor 2
HORVU5Hr1G014170	MLOC_81003	24306	388	546	16	7.159 × 10^−3^	9.715 × 10^−2^	Basic-leucine zipper (bZIP) TF family protein
HORVU7Hr1G056820	MLOC_75166	24306	368	546	15	9.549 × 10^−3^	1.210 × 10^−1^	Heat stress transcription factor B-2b
HORVU6Hr1G068100	MLOC_14844	24306	386	546	14	2.906 × 10^−2^	2.301 × 10^−1^	Myb-like TF family protein

^1^—no. of reference genes in the database; ^2^—no. of genes from reference list that may be the targets of TFs; ^3^—no. of genes in the query list; ^4^—no. of genes from the query list that may be the targets of TFs; *p*-value, *q*-value—the significance of the enrichment analysis without and with false discovery rate adjustment, respectively.

**Table 5:** Genes that show an opposite expression pattern under mild and severe drought stress.

Horvu ID	MLOC ID	Family Name	Mild Drought				Severe Drought				Description
			Roots		Leaves		Roots		Leaves		
			CamB	Mar	CamB	Mar	CamB	Mar	CamB	Mar	
HORVU7Hr1G089930	MLOC_59305	AP2/ERF-ERF	up	up	n/c	n/c	down	down	n/c	n/c	Ethylene-responsive transcription factor 1
HORVU5Hr1G047610	MLOC_5148	LOB	up	up	n/c	n/c	n/c	down	n/c	n/c	LOB domain-containing protein 4
HORVU2Hr1G017460	MLOC_65101	NAC	up	up	n/c	up	down	down		up	NAC domain protein
HORVU1Hr1G081570	MLOC_32433	WRKY	up	up	n/c	n/c	down	n/c	n/c	n/c	WRKY DNA-binding protein 24
HORVU3Hr1G108680	MLOC_36351	bHLH	n/c	up	n/c	n/c	down	down	n/c	n/c	Transcription factor ORG2

n/c—no change.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/20/24/6139/s1.

## Abbreviations

DEG	Differentially expressed gene
GO	Gene ontology
PSI	Photosystem I
PSII	Photosystem II
ROS	Reactive oxygen species
TF	Transcription factor

How the deposited data were processed for this re-analysis (not part of the article)

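RNA from roots and leaves of the barley genotypes CamB and Maresi, grown under optimal watering or mild drought for 10 days, was hybridised to one-colour Agilent 4 × 44K barley arrays. There were 24 arrays, 3 for each of the 8 combinations of genotype, organ and treatment, each from a separate biological replicate. Conditions and replicate numbers were taken from the sample labels and the paper.

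The authors deposited the scanner output of each array, in which Agilent's Feature Extraction software had subtracted the background, detrended the spots within the array and given each spot an intensity that was not yet normalized between arrays. The same output marks each spot as well above background or not, as saturated or not, and as an outlier or not. The authors also deposited a table of log2 values, which the methods of the paper describe as shifted to the 75th percentile of each array and centred on the median of all samples. Differences between arrays in that table had a Pearson's r of 1.00 with those computed here over 19010 probes well above background on every array, and the table was used as an alternative. Of the columns with values for a sample, 0 were left unused because they could not be mapped.

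From the scanner output, the background-corrected intensities were put on the log2 scale and the 75th percentile of each array over its 43803 spots other than controls was subtracted. The 263 spots marked as outliers were left out, and spots of the same probe were averaged (50 probes had more than 1 spot). A change was tested for probes well above background on all 3 arrays of at least 1 of the 4 groups of an organ. The model was fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes), 1 model per organ with a mean for each of the 4 groups over 12 arrays, and data.table 1.17.8 was used for reading. P-values were adjusted by the Benjamini-Hochberg method within each comparison. Probes were called DE at an adjusted p of at most 0.05 and a fold change of at least 3, which are the thresholds of the paper. The difference between the genotypes was tested as an interaction in the same model, and the difference between the organs in 1 model over all 24 arrays. All adjusted p-values beside single probes are from limma, and set tests used camera with its preset correlation and fry, both from limma.

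The precision is limited by the 3 arrays per group and, for dim probes, by the signal over background. Between 51.7% and 68.6% of the spots on an array lay well above background, and the mean Pearson's r of an array with its replicates over log2 values was between 0.983 and 0.996. Where a probe lay below background on every array of a group, a lower bound is given in place of the fold change, and no fold change is given where the bound is under 1 or both groups lay below background. Medians of lists are given with fitted values and with such probes at their bound. The steps were tested on simulated data made from the means of the tested probes, with 200 changed probes, of which 183 (91.5%) were recovered in CamB roots among 28079 probes with 0 false calls, and 179 (89.5%) in CamB leaves among 25722 probes with 1 false call. All planted changes exceeded the fold change threshold, and the noise was independent between arrays. No slide, scaling or background effect was simulated, so the recovery does not bear on these.

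The array files hold protein names, cDNA clones or no description, and 18516 of the probes (42.5%) are described as unknown. They do not name the barley gene models of the paper, so counts are of probes, and genes of the paper were paired with probes by protein name. The exception is the 10 genes of Table S4, which were paired through the listed fold changes. The probes named in the text were chosen by a rule. They are the probes paired with a gene that the paper names in its text or in Tables 2, 3, 4, 5, S4 and S6; in roots and in leaves, the 3 probes with the largest and the 3 with the smallest mean drought effect, by fitted values, among those DE in the same direction in both genotypes with every drought array beyond every control array; and in each organ the 2 probes with the largest genotype by drought interaction in each direction. Where many probes carried a name of the paper, those that were DE or differed from the rest are given.

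Lists of probes were defined by terms in the descriptions, for photosynthesis, abundant leaf transcripts, dehydration, heat shock proteins, transcription factor families and ribosomal proteins. The sample mapping, the tests, the rule for named probes, the lists and all processing alternatives except 2 were set before the data were examined. These alternatives were a two-way model of genotype and treatment per organ, since the methods name a two-way ANOVA without its factors (with the p of treatment, or the smaller p of treatment or interaction), 1 fit over all 24 arrays, a fit over the 6 arrays of each comparison, a variance prior that follows the intensity, quantile normalization, a shift by the median, background correction by normexp with an offset of 50, the authors' log2 table, no filter, probes well above background on every array of the organ, a floor on the intensities, a fold change of 2, an adjusted p of 0.01, outlier spots kept, the replicate number, the slide or the scan date as a block, counts by gene name, and leaving out each array in turn. For correlations and clustering they were the detected probes, the authors' log2 table, quantile normalization, Spearman's rho, centring within the organ, and Euclidean distance with Ward linkage. The slide as a random block (duplicateCorrelation), and the p of the mean drought effect over all 24 arrays with the fold change per genotype and organ, were added after the data had been seen. Chance was assessed by other groupings of the arrays, all 10 splits of 3 against 3 arrays for a single comparison and 100 drawn regroupings within genotype and organ for results over several comparisons. For the genotype by drought interaction the 100 regroupings were also fitted after the drought effect shared by both genotypes had been removed with an additive model, with different groupings throughout. Permutation tests of the comparison with qPCR used 100000 permutations.

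The physiological measurements and the qPCR raw data were not analysed here, apart from the qPCR fold changes listed in Table S4. Tables S1, S9 and S10 were held only in part, and no overlap or set test was run on them.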

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

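The regroupings of the arrays, with the shared drought effect kept or removed, and the test of the slide that held control replicates 1 and 2 of CamB roots were chosen only after the results were seen.

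In roots the drought effects of CamB and Maresi differed for 205 probes in the genotype by drought interaction, which is why this result was looked at again. Of 100 regroupings of the control and drought arrays within each genotype, 6 gave a count as large, up to 1098, which decides nothing, since an exchange in 1 genotype alone carries the drought effect itself into the interaction. After the drought effect shared by both genotypes had been removed, 1 of 100 splits, the real one, gave a count as large, and the next gave 1, so chance can be excluded. The count also rested on single arrays. Without drought replicate 1 of Maresi it was 87, and without control replicate 3 of CamB it rose to 1245. This array deviated from its replicates by an SD of 0.449 (log2), against 0.265 to 0.348 for the other 5 root control arrays, and the median residual SD fell from 0.197 to 0.179 without it. A partial drought response in this array cannot be told apart from another deviation. Its deviation had an r of 0.066 with the drought effect of Maresi, within the range of the other control arrays (−0.072 to 0.153). Its centred values correlated more with the CamB drought arrays (r of 0.815, 0.775 and 0.776) than those of controls 1 and 2 did (0.601 to 0.708), but also more with control replicate 3 of Maresi (0.759 against 0.606 and 0.642), itself a control array. The tables argue against the background level of the slides, since among 23508 probes well above background on every root array the count rose likewise, from 137 to 558 (a ratio of 4.07). The slide that held control replicates 1 and 2 cannot be told apart from a deviation of control replicate 3. With the slide as a block the count was 45, but replicate 3 of each genotype was the only root control array on a slide with root drought arrays of that genotype, so that the blocked fit rested on these 2 control arrays. A difference between the genotypes remains an open explanation as well, and within slides it was tested by this blocked fit alone.

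In leaves the interaction passed for 248 probes, and 3 of the 100 regroupings gave a count as large, up to 1333, which decides nothing for the reason given for roots. After the shared drought effect had been removed, 1 of 100 splits, the real one, gave a count as large, and the next gave 2, so chance can be excluded. A difference between slides remains open, since the count was 10 with the slide as a block and 103 with the scan date as a block. With the slide as a block the comparison rested on drought replicate 1 of each genotype, the only leaf drought array on the slide of the leaf controls. With normexp 2 probes passed, and the reason was not tested. Without drought replicate 3 of Maresi the count was 123. A difference between the genotypes in their response to drought remains open as well, and within slides it was tested by the fit with the slide as a block alone.

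The organ by drought interaction passed for 1619 probes, and 1 of the 100 regroupings, the real one, gave a count as large. The next gave 761, so chance can be excluded, although an exchange in 1 organ alone also carries the drought effect into this interaction and raises the counts of the other regroupings. The count was 1631 with quantile normalization, 1650 with the median shift, 1561 with the slide as a block and 1597 with the scan date as a block, which argues against the scaling and these batches as the whole cause. It was 948 with normexp. Among probes well above background on every array it was 813, which argues against different detection in the organs as the whole cause. A different response of roots and leaves remains open as a hypothesis.

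Heat shock protein probes rose more under drought in leaves of Maresi than in leaves of CamB. Over 42 probes the median interaction (CamB minus Maresi, log2) was −0.80 and the mean −1.03, with median log2 fold changes of 1.09 in CamB and 1.90 in Maresi, or 0.97 and 1.90 with probes below background at their bound. The interaction had an adjusted p = 6.3e-07 with limma's camera and an adjusted p = 0.0054 with fry. It passed for 5 probes by fitted values, which are named after their values were seen. The log2 fold change was 2.82 in CamB and 4.65 in Maresi for A_13_P124770, 2.89 and 4.76 for A_13_P415165, 4.21 and 6.34 for A_13_P127405, and 4.64 and 6.61 for A_13_P143705. A_13_P175920 was not well above background on any control array and was at least 6.69-fold higher in Maresi. The scaling of the arrays is argued against, since the median interaction was −0.71 with quantile normalization, −0.61 with the median shift and −0.90 with normexp, with camera p-values of 8.6e-08, 2.7e-12 and 8.2e-15. Camera sets the list against all other probes, which a shift of whole arrays moves alike. With the median shift, fry, which looks at the list alone, gave 0.0958. Slide differences cannot be told apart from a difference between the genotypes. With the slide as a block the median was −0.64, with a p-value of 3.0e-04 from camera and 0.105 from fry, and this fit rested on 1 drought array of each genotype, which keeps the question open. With the scan date as a block the median was −0.76, with 7.1e-05 from camera and 0.0382 from fry. Of 100 regroupings, 51 gave a mean interaction as large, which decides nothing, since the drought effect itself enters the difference whenever arrays of 1 genotype are exchanged. After the shared drought effect had been removed, 1 of 100 splits, the real one, gave a mean as large, and the next gave 0.953, so chance can be excluded. A stronger heat shock response of Maresi leaves stays a hypothesis.

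In data outside the genes that the paper discusses, 143 probes were well above background on every array of one genotype and on no array of the other, 62 of them in CamB and 81 in Maresi, with median differences of 7.01 and 6.22 on the log2 scale. Slide differences are argued against, since of 35 groupings of the 7 slides into 4 and 3, only 1, the one by genotype, gave a count as large, and the largest of the others gave 41. Sequence differences under single probes cannot be told apart from genes that are silent or missing in one genotype. Of 24 other probes of the same gene names that were detected on every array of the genotype with the signal, 12 (50.0%) were below background on every array of the other genotype as well, and 4 were detected on every array. Of the 143 probes, 46 are described as unknown.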

How the results depend on the processing

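The slide as a random block and the test of the mean drought effect over all 24 arrays were chosen only after the results were seen.

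Of the summary results (counts of DE and interaction probes, list medians, correlations and clustering), 447 values under other settings stayed within 1.5 times the reported count, or on the same side of the threshold or within the spread, 81 moved further, 4 fell below the threshold and 2 changed sign. For single probes and the qPCR comparison, 4879 values kept their call, 34 gained and 50 lost it, and 0 changed direction. Calls were lost most often with normexp (16), the floor on the intensities (7), the slide as a block (7) and the scan date as a block (6), and gained most often with the fold change of 2 (10). Where a cause is not named below, the cause was not tested.

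With normexp, which adds an offset and thereby lowers fold changes of dim probes, the DE probes were 722 up and 436 down in CamB roots, 619 and 588 in Maresi roots, 263 and 140 in CamB leaves and 373 and 225 in Maresi leaves. DE in the same direction in both genotypes were 729 in roots and 257 in leaves, 1355 were DE in roots only and 463 in leaves only, and the interactions passed for 77 probes by genotype in roots, 2 in leaves and 948 by organ. Of the transcription factor probes 2 were down-regulated in CamB roots, and of the photosynthesis probes 7 were up-regulated in Maresi roots.

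With probes well above background on every array of the organ, so that fewer probes were tested, 687 were up-regulated in CamB roots, 562 in Maresi roots, 388 in CamB leaves and 441 in Maresi leaves, and 223 and 275 were down-regulated in leaves of CamB and Maresi. In both genotypes 769 changed in the same direction in roots and 363 in leaves, 1567 were DE in roots only and 689 in leaves only, and the interaction passed for 133 probes in leaves and 813 by organ. Of the photosynthesis probes, 0 were up-regulated in CamB roots and 0 in Maresi roots, with median log2 fold changes of 0.047 and 0.019 that did not pass camera. With the floor, 972 probes were up-regulated in CamB roots and 311 down-regulated in CamB leaves.

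A fold change of 2, which admits more probes by construction, gave 2866 up and 2112 down in CamB roots, 1592 and 2083 in Maresi roots, 1377 and 1190 in CamB leaves and 1508 and 1133 in Maresi leaves. In both genotypes 2360 changed in the same direction in roots and 1302 in leaves, 4624 were DE in roots only and 2243 in leaves only, and the interactions passed for 369 probes in roots, 430 in leaves and 3537 by organ. Of the transcription factor probes, 25 were up and 17 down in CamB and 19 and 28 in Maresi, and of the photosynthesis probes 1 was down in Maresi.

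The genotype by drought interaction moved with many settings. It passed for 119 probes in roots and 140 in leaves with the two-way model of the methods, 80 and 116 without a filter, 56 and 62 at an adjusted p of 0.01, 45 and 10 with the slide as a block, and 45 and 103 with the scan date as a block. In leaves it passed for 431 with 1 fit over all 24 arrays and 162 with the slide as a random block (slide correlation 0.378 in roots and 0.153 in leaves). With the slide or the scan date as a block, which leaves control replicate 3 of each genotype as the only root control to compare with drought arrays of its slide, 806 probes were up-regulated in CamB roots in each case. The median interaction of the heat shock probes in leaves was −0.64 with the slide as a block and −0.61 with the median shift, where fry gave 0.105 and 0.0958.

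The scaling moved the share of up-regulated probes. In CamB roots it was 64.1% with the 75th percentile shift and 50.1% with the median shift, and in CamB leaves 61.8% against 72.2% with the median shift and 72.3% with quantile normalization. The median log2 fold change of all tested probes was −0.09 in CamB leaves and −0.06 in Maresi leaves, against 0.09 and −0.07 with the median shift and 0.14 and 0.04 with normexp. In CamB roots it was 0.24 and in Maresi roots −0.07 with normexp.

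The correlation of pairs that differed in treatment minus that of pairs that differed in genotype changed sign in roots, from −0.0097 to 0.011 with the detected probes and to 8.0e-05 with centring within the organ, and in leaves centring within the organ gave 0.40. In roots 12 arrays were placed by treatment and 6 by genotype with the detected probes, with quantile normalization and with centring within the organ, 10 and 6 with Spearman's rho, and 6 and 12 with Euclidean distance and Ward linkage. In leaves Spearman's rho placed 9 by treatment and 9 by genotype.

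With the replicate number as a block the genotype by drought interaction passed for 125 probes in roots and 234 in leaves. The numbers do not pair the samples. Deviations of same-numbered arrays from their group means had a mean r of −0.044 in roots (−0.292 to 0.173, 2 of 18 pairs above 0.1) and 0.047 in leaves (−0.260 to 0.315, 4 of 18). The block moved no other count by more than 1.5 times and changed the side of the threshold of no list median.

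With each array left out in turn, the up-regulated probes ranged from 1023 to 2196 in CamB roots (without control replicate 2 and without control replicate 3), 902 to 988 in Maresi roots, 678 to 850 in CamB leaves and 713 to 795 in Maresi leaves, and the down-regulated probes from 764 to 921, 923 to 1121, 401 to 675 and 556 to 636. Those changed in both genotypes ranged from 1131 to 1212 in roots and 652 to 695 in leaves, those DE in roots only from 1938 to 3182 and in leaves only from 1150 to 1406. The interaction ranged from 87 to 1245 in roots (without drought replicate 1 of Maresi and without control replicate 3 of CamB), 123 to 312 in leaves (without drought replicate 3 of Maresi and without drought replicate 1 of CamB) and 1573 to 1782 by organ. Photosynthesis probes up in roots ranged from 10 to 12 in CamB and 10 to 11 in Maresi with 0 down, and their medians from 0.95 to 1.42 and 0.48 to 0.61. Transcription factor probes ranged from 11 to 13 up and 4 to 7 down in CamB and 11 to 12 up and 8 to 10 down in Maresi. Treatment minus genotype correlation ranged from −0.018 to 0.0022 in roots, with a changed sign without drought replicate 1 (0.0022), 2 (0.00031) or 3 (0.00097) of Maresi, and from 0.043 to 0.074 in leaves. In the latter every value lies below the 0.108 of all arrays. The probe medians used for centring were then taken over 23 arrays, 12 of them of roots. All 23 remaining arrays were placed by organ in each case, and within organs 6 to 11 root arrays by treatment, 6 to 11 by genotype, 6 leaf arrays by treatment and 11 to 12 by genotype. For single probes 3012 values kept their call, 6 gained and 18 lost it.

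The photosynthesis medians were not computed for the fit over 6 arrays, the thresholds, the two-way models, the values per gene name, the mean drought effect over all 24 arrays and the slide as a random block. Division by organ has no value under centring within the organ, which removes the difference between organs. Signal over background limits what the arrays resolve, since a probe below background in a group has only a bound, which was the case in roots for 8 photosynthesis probes in CamB and 9 in Maresi.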

Differences from the paper's values

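The test of the mean drought effect over all 24 arrays and the slide as a random block were chosen only after the results were seen. The numbers of probes reported here did not differ from those in Table 1 by more than 1.5 times. The correlation with qPCR did not differ by more than the error, and the treatment minus genotype difference of Table S2 not in sign. The fold changes of Table S4 served for the pairing, so their closeness is not evidence. For the 7 combinations given as lower bounds, a lower value could not count as differing. An example is at least 17.2 against 67.8 for HORVU1Hr1G082820 in CamB. The following statements of the paper differ from the results.

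The paper states that similar numbers of genes were up- and down-regulated in CamB roots. Of the probes, 1490 were up-regulated and 835 down-regulated, where Table 1 of the paper gives 1019 and 792 probes. The statement is of genes, and the gene numbers in Table 1 were nearly equal in CamB roots. Gene models were not counted here. With the median shift the numbers were 1137 and 1132. A two-way model of genotype and treatment within roots gave 1153 and 843, and an adjusted p of 0.01 gave 1021 and 772. The methods name a two-way ANOVA without its factors, so this model need not be the one of the paper. The test of the mean drought effect over all 24 arrays, chosen after seeing the values, gave 1019 and 791. It also gave the paper's numbers in the other organ and genotype except for 591 down-regulated probes in CamB leaves, where the paper's value is 597. With the floor, 1 of the settings chosen before the data were examined, 792 probes were down-regulated in CamB roots, which equals the paper's value.

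The paper states that the tolerant genotype had fewer changes than the susceptible one, drawing also on genotype-specific regulatory genes and on severe drought. In roots 2325 probes were DE in CamB and 1964 in Maresi. The order of the paper was reached with normexp, the floor, an adjusted p of 0.01 and the slide or the scan date as a block, and with the slide as a random block (1764 against 1905) and the mean drought effect over all 24 arrays (1810 against 1883), both chosen after seeing the values. It was also reached without control replicate 1 of CamB roots (1064 up-regulated and 774 down-regulated probes in CamB, 943 and 1004 in Maresi) and without control replicate 2 (1023 and 764 against 946 and 1000).

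The paper states that some genes were up-regulated in CamB roots and down-regulated in Maresi roots. No probe was called in this way, and a fold change of 2 gave 6.

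The paper states that the genotype separated the samples least. In leaves all 12 arrays were placed by genotype and 6 by treatment, and pairs of arrays that differed in treatment were more alike than pairs that differed in genotype. With Spearman's rho, 9 leaf arrays were placed by each. In roots treatment came first with the detected probes, with quantile normalization, with Spearman's rho and with centring within the organ. The values of Table S2 itself give a treatment minus genotype difference of −0.0094 in roots and 0.113 in leaves. No slide held both genotypes, whereas some pairs that differed in treatment shared a slide, so slides may account for part of the order in leaves.

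Of the 276 correlations in Table S2, 268 were within 0.0024 of the correlations recomputed from the authors' processed values, and 8 differed. For CamB leaves, the table gives 0.889 for control 1 with control 3, where 0.789 was obtained, 0.625 for control 1 with drought 2 (0.525), 0.874 for drought 1 with 2 (0.774) and 0.857 for drought 2 with 3 (0.757). For CamB leaf control 1 with Maresi root control 2 it gives −0.312 (−0.212), for CamB root control 1 with 3 it gives 0.822 (0.792), and for Maresi root control 2 it gives 0.857 with control 1 (0.757) and 0.751 with control 3 (0.611).

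Among genes paired by protein name, the paper lists the photosystem II 10 kDa polypeptide as down-regulated in leaves and unchanged in roots, whereas the probe of this name, A_13_P525054, was up-regulated in both organs of both genotypes. The paper lists oxygen-evolving enhancer protein 1 as down-regulated in roots, where its probe A_13_P251407 was not tested, and a PsbP family protein as up-regulated in Maresi roots, where the probe A_13_P257962 had a log2 fold change of −1.05 and was called down-regulated with a fold change of 2. Of the RuBisCO activases, the paper reports a higher transcript level in Maresi leaves for activase A and not for activase B. The probe A_13_P120660, described as activase B, was up-regulated in Maresi leaves with a log2 fold change of 3.37, and no probe is named activase A. A tesmin/TSO1-like gene is listed as up-regulated and a BAH domain gene as down-regulated in CamB roots. The log2 fold changes in CamB roots were 0.46, −0.43, −0.0060 and −0.22 for the 4 tesmin-like probes and −0.25 for the BAH probe A_13_P344127, and no setting that was run called any of these 5. A probe of the same protein name need not be the gene model of the paper.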

Other observations

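The tests of the up-regulated excess in CamB roots, of Maresi root control replicate 2 and of a fixed share of leaf RNA, and the regroupings of the arrays, were chosen only after the results were seen.

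Other groupings of the arrays were fitted with limma in the same way. For each of the 8 counts of up- or down-regulated probes (CamB and Maresi, roots and leaves), 1 of the 10 splits of the 6 arrays, the real one, gave a count as large. With 10 splits the share is never under 10%, so that the share alone cannot exclude chance. In the other splits 0 probes were called in roots and in Maresi leaves. In CamB leaves 1 other split gave 71 probes in 1 direction, and the rest gave 0. The real counts, from 468 to 1490, therefore argue against chance. Of 100 regroupings over both genotypes, 1 gave a count as large for probes changed in both genotypes in roots (the next 0) and in leaves (the next 1), for probes DE in roots only (the next 1536) and in leaves only (the next 884), for the 21 calls of photosynthesis probes in roots (the next 7) and for the 39 calls of transcription factor probes (the next 14). For these chance can be excluded.

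The excess of down-regulated probes in Maresi roots may come from the 75th percentile shift or from a single array. With the median shift the ratio of down- to up-regulated probes was 0.821, and without control replicate 2 it was 0.934. Without control replicate 3, the control array with the lowest correlation to its replicates on log2 values that were not centred, the ratio was 1.15 and the excess stayed. The latter does not decide about single arrays, since leaving out another control removed it. On the centred values replicate 2 was the more distant array, with an r of 0.759 with control replicate 1 against 0.833 for replicate 3, and 0.613 between the 2. In CamB roots the ratio of up- to down-regulated probes was 1.00 with the median shift, so that the excess and the scaling cannot be told apart, because the settings differ in which probes they take as unchanged.

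One hypothesis for the higher signal of photosynthesis transcripts in roots under drought is leaf tissue or leaf RNA in these samples. Among the 200 most leaf-specific probes the median log2 fold change in drought roots was 0.57 in CamB and −0.09 in Maresi, and the share of probes that rose was 63.5% and 47.5%. These include probes below background. Over the 133 of them that were tested in roots, the medians were 1.21 and 0.63, and 54 and 40 were up-regulated. A dim probe can be among the 133 because it rose under drought. Of the 200, 105 in CamB and 111 in Maresi were detected on all drought root arrays, against 44 and 60 on all control root arrays. Neither set of probes therefore decides, and the explanation stays open in both genotypes. A fixed share of leaf RNA that would account for the median called photosynthesis probe (0.170% in CamB and 0.246% in Maresi) is argued against, because 96.2% of 185 leaf-specific probes outside the list in CamB and 96.7% of 184 in Maresi lay more than 1 log2 below the level it would bring. For the called probe that needs the lowest share (0.0121% and 0.0158%), 34.1% and 44.6% lay more than 1 log2 below that level, and for 11 and 40 of these probes alone was the level itself above the floor, the lowest signal well above background, of every array, so that leaf RNA and expression in roots cannot be told apart for it. Of the list of abundant leaf transcripts, 25 probes were tested in roots, 19 of them shared with the photosynthesis list. Its median log2 fold change was 1.079 in CamB and 0.554 in Maresi (0.60 and 0.52 with bounds), and 10 and 11 probes were up-regulated and 0 and 1 down-regulated.

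Dehydration transcripts such as dehydrins rose in every group. In roots 19 probes had a median log2 fold change of 4.12 in CamB and 4.90 in Maresi (3.62 and 4.90 with bounds), with 15 up-regulated in each genotype, and as many with the adjustment over the list alone. In leaves 14 probes had medians of 1.77 and 3.31 (1.87 and 2.30 with bounds), with 8 and 10 up-regulated. Heat shock probes rose less in roots than in leaves. In roots 43 probes had medians of 0.76 in CamB and 0.25 in Maresi (0.68 and 0.25 with bounds), with 11 and 7 up-regulated, and the organ by drought interaction passed for 20 of 41 probes, 0 of them with the higher change in roots. Ribosomal protein probes had medians of 0.30 in CamB roots and 0.08 in Maresi roots (227 probes, 0.30 and 0.08 with bounds), and of 0.12 and −0.24 in leaves (220 probes, 0.11 and −0.23 with bounds), where camera gave an interaction with an adjusted p = 1.7e-07 and fry an adjusted p = 0.215. The median of all tested probes in CamB leaves moved from −0.09 to 0.14 with normexp and in CamB roots from 0.10 to −0.10 with the median shift, and the ribosomal medians were not examined under each scaling, so that no direction is stated for them. In leaves 271 transcription factor probes were tested, with 9 up and 5 down in CamB and 11 and 12 in Maresi, and medians of −0.09 and −0.10 (−0.06 and −0.09 with bounds).

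The squamosa promoter-binding-like protein 2 probe A_13_P203384, which was paired by protein name with a gene that the paper lists as down-regulated in roots of Maresi alone, was down-regulated in Maresi roots with a log2 fold change of −1.86 (SE 0.26, adjusted p = 3.2e-04 from limma) and had −1.21 (SE 0.26) in CamB roots, with an interaction of 0.65 (adjusted p = 0.29). A fold change of 2 called it in CamB roots as well.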
